# Age‐Dependent Bi‐Phasic Dynamics of Ly49^+^ CD8 ^+^ Regulatory T Cell Population

**DOI:** 10.1111/acel.14461

**Published:** 2024-12-18

**Authors:** Saranya Srinivasan, Shruti Mishra, Kenneth Ka‐Ho Fan, Liwen Wang, John Im, Courtney Segura, Neelam Mukherjee, Gang Huang, Manjeet Rao, Chaoyu Ma, Nu Zhang

**Keywords:** aging, CD8 Treg, Helios, NKG2D

## Abstract

Aging is tightly associated with reduced immune protection but increased risk of autoimmunity and inflammatory conditions. Regulatory T cells are one of the key cells to maintaining immune homeostasis. The age‐dependent changes in CD4^+^Foxp3^+^ regulatory T cells (Tregs) have been well documented. However, the nonredundant Foxp3^−^CD8^+^ Tregs were never examined in the context of aging. This study first established clear distinctions between phenotypically overlapping CD8^+^ Tregs and virtual memory T cells. Then, we elucidated the dynamics of CD8^+^ Tregs across the lifespan in mice and further extended our investigation to human peripheral blood mononuclear cells (PBMCs). In mice, we discovered a bi‐phasic dynamic shift in the frequency of CD8^+^CD44^hi^CD122^hi^Ly49^+^ Tregs, with a steady increase in young adults and a notable peak in middle age followed by a decline in older mice. Transcriptomic analysis revealed that mouse CD8^+^ Tregs upregulated a selected set of natural killer (NK) cell‐associated genes, including NKG2D, with age. Importantly, NKG2D might negatively regulate CD8^+^ Tregs. Additionally, by analyzing a scRNA‐seq dataset of human PBMC, we found a distinct CD8^+^ Treg‐like subset (Cluster 10) with comparable age‐dependent frequency changes and gene expression, suggesting a conserved aging pattern in CD8^+^ Treg across mice and humans. In summary, our findings highlight the importance of CD8^+^ Tregs in immune regulation and aging.

## 1 Introduction

Aging is a complex biological process that significantly affects the immune system. It is well established that aging is associated with a progressive decline in immune response, and increased risk of infection and cancer. In addition, aging is also characterized by chronic low‐grade inflammation called “inflammaging” (Borgoni et al. 2021; Franceschi et al. 2000) and surged frequency of autoimmune disorders. Immune aging exhibits distinct manifestations in different immune cell populations, for example, reduced naive/ memory T‐cell ratio and the accumulation of age‐associated B and T cells that may collectively act as critical contributors to autoimmune pathogenesis (Cancro 2020; Liu et al. 2023; Miller 2020; Nikolich‐Zugich 2018; Zhao et al. 2022). Thus, to fully understand immune aging, it is pivotal to elucidate the kinetics and molecular signatures of each immune cell subset during aging.

Accumulating evidence links many autoimmune disorders and cancer to age‐related accumulation and defects in CD4^+^ Tregs (Garg et al. 2014; Guo et al. 2020; Hou et al. 2017; Nishioka et al. 2006; Zhao et al. 2007). CD8^+^ T cells, known for their cytotoxic function in clearing infection and targeting tumor cells, were shown by a seminal work to have a regulatory subset that dampens the immune response by suppressing CD4^+^ T cells (Cantor et al. 1978; Eardley et al. 1978). Recently, it has been demonstrated that CD8^+^ regulatory T cells (Tregs) target active CD4^+^ T cells in an antigen‐specific manner (Saligrama et al. 2019). A series of investigations established the identity of CD8^+^ Tregs as the subset of CD8^+^ T cells coexpressing memory T‐cell markers CD44 and CD122 as well as natural killer (NK) cell marker Ly49 in unmanipulated mice (Kim et al. 2010, 2011; Rifa'i et al. 2004). Importantly, these CD8^+^ Tregs do not express Foxp3, instead, their regulatory function relies on the transcription factor Helios (encoded by *Ikzf2*) (Kim et al. 2015). We have described a unique molecular mechanism controlling the homeostasis and function of CD8^+^ Tregs involving TGF‐b (transforming growth factor‐b) and transcription factor Eomesodermin (Eomes) (Mishra et al. 2021). Furthermore, we provided a notable example that CD8^+^ Tregs control the development of spontaneous germinal center reactions and autoimmune diseases independent of CD4^+^ Tregs (Mishra et al. 2021). Despite its nonredundant role in controlling autoimmunity (Kim et al. 2010; Li et al. 2022; Mishra et al. 2021), there is a notable gap in our understanding of how aging affects CD8^+^ Tregs. Hence, we aimed to explore the age‐dependent changes in CD8^+^ Tregs.

Thymic involution, a hallmark of the aging immune system, leads to a reduction in naive T cell generation, which drives the homeostatic proliferation of remaining T cells (Goronzy and Weyand 2019; Miller 2020; Mittelbrunn and Kroemer 2021). Recent studies have identified a subset of CD8^+^ T cells, termed “virtual memory T cells” (T_VM_), in mice (Lee et al. 2013) and humans (White et al. 2016) which despite being antigen naive, expresses memory phenotype due to homeostatic proliferation and accumulate with age. When investigating CD8^+^ Tregs, we noticed that wild‐type (WT) CD8^+^ Tregs were CD122^hi^ and CD49d^low^, which are shared markers defining T_VM_ cells. Besides, both T_VM_ and CD8^+^ Tregs rely on Eomes, a transcription factor known to promote the homeostasis of T_VM_ (White et al. 2016) and the homeostasis/localization of CD8^+^ Tregs (Mishra et al. 2021). The only surface marker to distinguish T_VM_ and CD8^+^ Tregs may be Ly49, which is not included in most previous T_VM_ research. Thus, a large portion of bulk T_VM_ investigations in mice is likely confounded by the contamination of CD8^+^ Tregs and there is no report to provide a side‐by‐side comparison between T_VM_ and CD8^+^ Tregs.

In this study, we first established a clear distinction between T_VM_ and CD8^+^ Tregs. Then, we demonstrated that the population of CD8^+^ Tregs exhibited bi‐phasic dynamics during aging, that is, the first phase of age‐dependent accumulation until around 12 months followed by the second phase of age‐dependent decline. This unique bi‐phasic pattern is distinct from other T cell subsets, including CD4^+^ Tregs and T_VM_. Moreover, aging CD8^+^ Tregs were found to show transcriptional and phenotypic characteristics of NK cells, this included enrichment of NK cell receptor genes more importantly *Klrk1* that encodes NKG2D, which suppresses CD8^+^ Tregs in middle‐aged, but not young mice. Interestingly, no apparent functional defects were identified in aged CD8^+^ Tregs. Age‐dependent decline of a similar CD8^+^ Treg subset was confirmed in adult humans. Together, we establish age‐dependent bi‐phasic population dynamics for CD8^+^ Tregs in both mice and humans.

## 2 Results

### 2.1 CD8 ^+^ Tregs and T_VM_ are Functionally Distinct and Controlled by Different Molecular Mechanisms

In most mouse T_VM_ publications, bulk T_VM_ is generally defined as CD44^hi^CD122^hi^CD49d^−^ CD8^+^ T cells in uninfected and unimmunized mice (i.e., naive mice) (Haluszczak et al. 2009; Lee et al. 2013). In the CD8^+^ Treg field, CD8^+^ Treg is often described as CD44^hi^CD122^hi^Ly49^+^ CD8^+^ T cells (Kim et al. 2011). Our previous research has shown that most CD8^+^ Tregs in WT naive mice are CD49d^−^ (Mishra et al. 2021), identical to the commonly accepted T_VM_ definition. Since T_VM_ provide both antigen‐specific and bystander immune protection while CD8^+^ Tregs are immune regulatory, we would like to provide a clear distinction between these two phenotypically similar CD8^+^ T cell subsets to avoid potential confounders. As shown in Figure 1A,B, we could easily separate CD44^hi^CD8^+^ T cells into T_VM_ (CD49d^−^CD122^hi^) and antigen‐experienced (CD49d^+^) subsets in WT naive mice (4‐5‐month). In contrast to the CD49d^+^ subset, T_VM_ contained a distinct Ly49^+^ population representing CD8^+^ Treg (Figure 1A,B). Helios is a transcription factor required for the suppressive capacity of CD8^+^ Tregs (Kim et al. 2015). Within the T_VM_ gate, the Ly49^+^ subset was highly enriched for Helios^+^ cells (Figure 1C,D). To further elucidate the functional distinction, Ly49^+^CD8^+^ Tregs and Ly49^−^T_VM_ were FACS sorted from WT spleen and adoptively transferred into immunodeficient *Rag1* ^*−/−*^ mice together with a naive CD8^+^ T cell control group (Figure 1E). All *Rag1* ^*−/−*^ recipient mice were infected by *Listeria monocytogenes* . Three days later, the bacterial burden was measured. As expected, T_VM_ provided immediate immune protection likely via bystander memory T cell activation. In stark contrast, Ly49^+^CD8^+^ Treg did not provide any detectable protection (Figure 1F). Together, these results demonstrate that the commonly used T_VM_ gate is heavily contaminated by CD8^+^ Tregs. Including Ly49 is essential to distinguish bona fide T_VM_ (Ly49^−^) from CD8^+^ Tregs.

**FIGURE 1:**
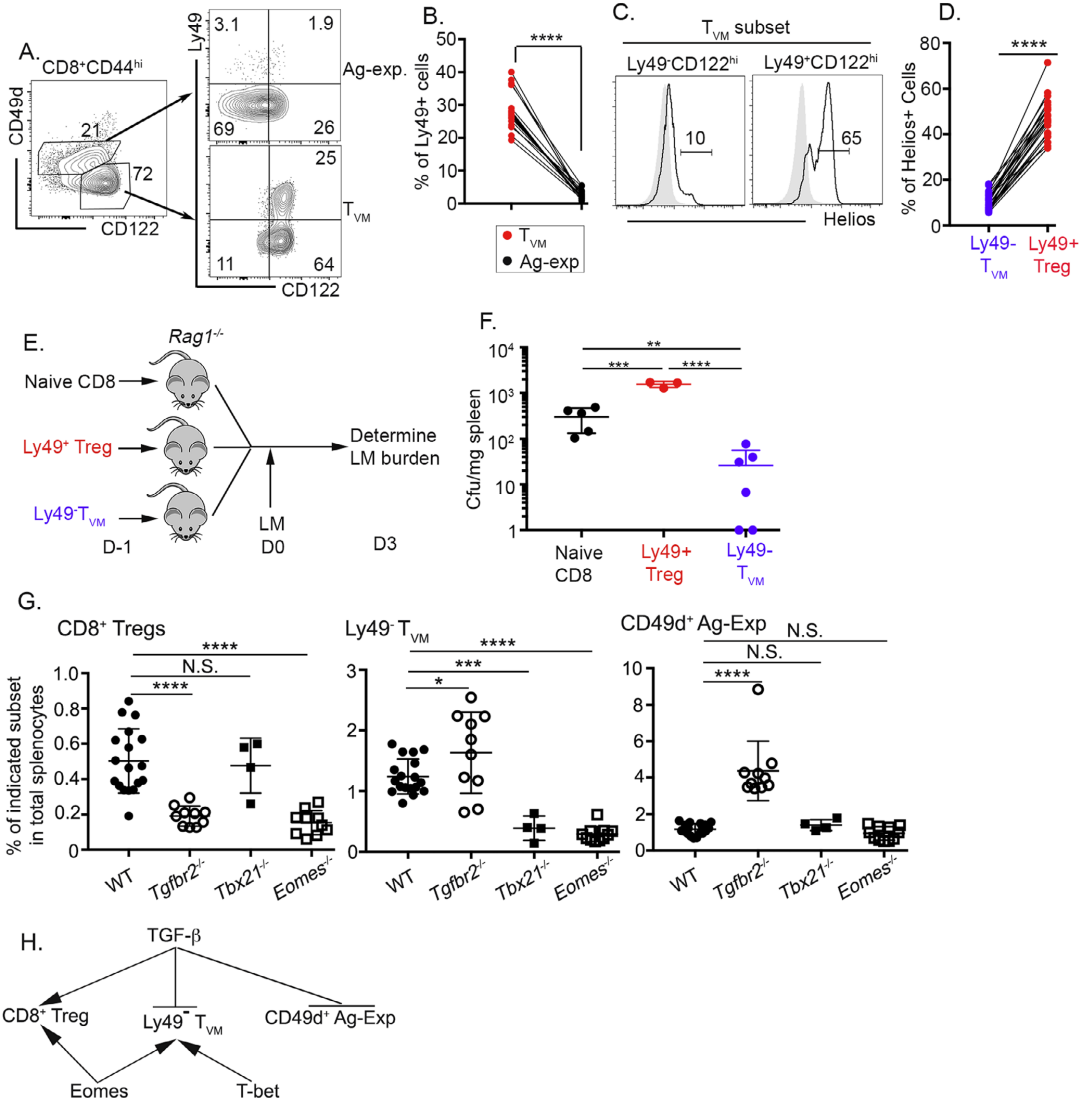
CD8^+^ Tregs and T_VM_ are functionally and molecularly distinct. (A) Representative FACS profiles of pregated CD8^+^CD44^hi^ T cells isolated from WT spleen (4–5 months). (B) The percentage of Ly49^+^ cells in CD49d^+^ antigen‐experienced CD8 versus CD49d^−^CD122^hi^ T_VM_. (C) Helios expression in Ly49^−^CD122^hi^ and Ly49^+^CD122^hi^ subsets within CD49d^−^CD122^hi^ T_VM_ gate. Gray represents naive CD8^+^ T cells to serve as a negative staining control. (D) The percentage of Helios^+^ cells (statistical analysis for C). Each pair of connected symbols in (B) and (D) represents the results from an individual mouse. (E) Schematics for (F). Naive, Ly49^+^CD8^+^ Tregs, and Ly49^−^T_VM_ were FACS sorted from WT spleen, and a same number of sorted cells were adoptively transferred into *Rag1* ^*−/−*^ mice followed by intravenous LM infection. LM bacterial burden in the spleen was measured 3 days later (shown in F). (G) The percentage of CD8^+^ Tregs (CD44^hi^CD122^hi^Ly49^+^CD8^+^, left), Ly49^−^T_VM_ (CD44^hi^CD122^hi^CD49d^−^Ly49^−^CD8^+^, middle), and CD49d^+^ antigen‐experienced CD8 (CD44^hi^CD49d^+^CD8^+^, right) in total splenocytes isolated from naive 3‐ to 6‐month‐old mice. (H) Differential control of CD8^+^ Tregs and Ly49^−^T_VM_. Each symbol in (F) and (G) represents the results of an individual mouse. Pooled results from two (F) or more than four (B, D, and G) independent experiments are shown. Statistical significance of data presented (means ± SEM) was determined using paired Student's *t*‐test or one‐way ANOVA (N.S. not significant; *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001).

We have discovered that TGF‐b and Eomes synergistically promote CD8^+^ Tregs while Eomes‐related transcription factor T‐bet (encoded by *Tbx21*) is not apparently involved in CD8^+^ Tregs (Mishra et al. 2021). We examined CD8^+^ Tregs, Ly49^−^T_VM_ and CD49d^+^ antigen‐experienced CD8^+^ T cells in various mature T cell–specific conditional knockout mice mediated by distal *Lck*‐Cre, that is, *Tgfbr2* ^f/f^d*Lck*‐Cre (simplified as *Tgfbr2* ^*−/−*^), *Eomes* ^f/f^d*Lck*‐Cre (*Eomes* ^*−/−*^), and *Tbx21* ^*f/f*^d*Lck*‐Cre (*Tbx21* ^*−/−*^). While Eomes was similarly required for both CD8^+^ Treg and Ly49^−^T_VM_, T‐bet was only required for Ly49^−^T_VM_, and TGF‐b played opposite roles in CD8^+^ Treg versus Ly49^−^T_VM_ (Figure 1G). In CD49d^+^ antigen‐experienced T cells, only TGF‐b was actively involved (Figure 1G). As summarized in Figure 1H, CD8^+^ Treg and Ly49^−^T_VM_ are controlled by distinct molecular machinery.

Although TGF‐b is required for the homeostasis of CD8^+^ Tregs in vivo, during in vitro CD8^+^ T cell activation, the addition of TGF‐b was not sufficient to induce the expression of Ly49. However, TGF‐b robustly boosted Helios expression under the same setting, consistent with our previous finding (Mishra et al. 2021) (Figure S1).

Together, our results demonstrate that T_VM_ and CD8^+^ Treg exhibit distinct functions and are controlled by different underlying molecular mechanisms. Including Ly49 staining to distinguish CD8^+^ Treg from T_VM_ is critical to separate these two phenotypically overlapping subsets and avoid confounders.

### 2.2 Age‐Associated Changes in the CD8 ^+^ CD44^hi^CD122^hi^Ly49 ^+^ Tregs

Next, to elucidate the age‐dependent changes in CD8^+^ Tregs, we analyzed their frequency in young (2–3 months), middle‐aged (9–14 months), and old (> 20 months) mice. Consistent with previous studies (Decman et al. 2012), we observed an age‐dependent decline in the frequency of naive CD8^+^ T cells (CD8^+^CD44^−^) (Figure 2A,B), whereas memory‐like CD8^+^ T cells (CD8^+^CD44^hi^) increased significantly with age (Figures 2A,B and S2B). Subsequent analysis of these CD44^hi^CD8^+^ T cells for CD122 and Ly49 expression showed a significantly increased proportion of CD122^high^Ly49^+^ (CD8^+^ Tregs) in middle‐aged mice compared to young mice (Figure 2A,C–F). However, CD8^+^ Tregs substantially decreased in older mice (> 20 months) (Figure 2B–F). The overall percentage of CD8^+^ Treg within the total CD8^+^ T cell population initially increased, reaching a maximum in the middle‐aged mice, before declining with advancing age (Figure 2C,E). Also, we saw a similar pattern in total splenocytes (Figure 2D,F). Notably, we did not see any significant sex‐based differences (Figure 2C,D). Consistent with the frequency of CD8^+^ Tregs, the absolute number of CD8^+^ Tregs in total splenocytes also followed a similar age‐dependent pattern (Figure S2A). This confirms that selective dynamics of CD8^+^ Tregs does not change with splenocyte number.

**FIGURE 2:**
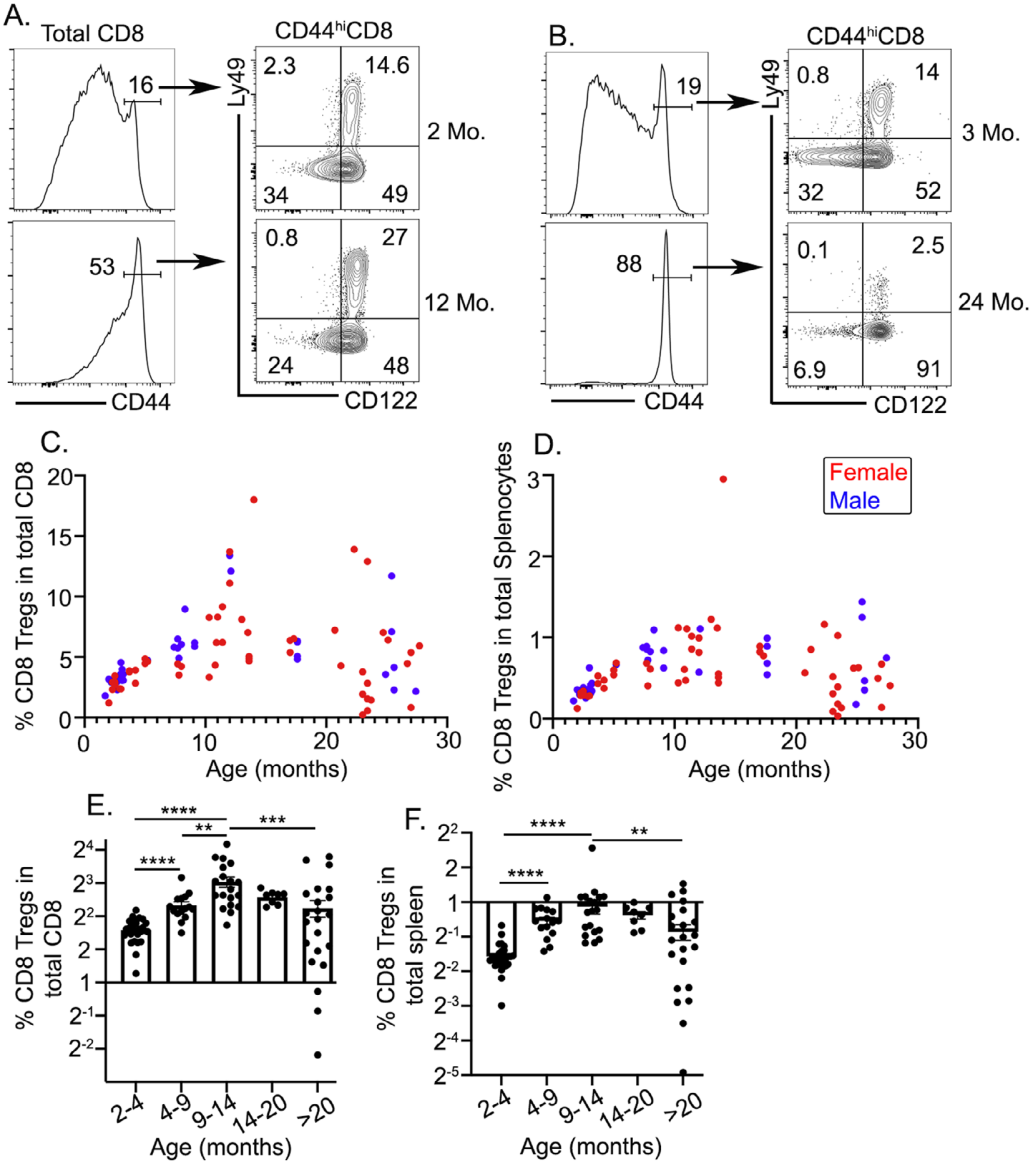
Age‐dependent bi‐phasic changes in CD8^+^ Tregs in mice. Splenocytes from mice of various age groups were harvested and stained for CD8^+^ Tregs and were analyzed using flow cytometry. Gating strategy for CD122^+^Ly49^+^CD44^+^CD8^+^ T cells (CD8^+^ Tregs) in (A) young (2 months old) and middle‐aged mice (12 months old) and (B) young (3 months old) and old aged mice (24 months old). (C) Scatter plot of CD8^+^ Tregs as a percentage of total CD8^+^ cells across a 2‐ to 30‐month age range, with individual data points for male (blue) and female (red) mice. (D) Scatter plot showing the percentage of CD8^+^ Tregs in the total spleen cell population by age and sex, with male (blue) and female (red) mice compared. Percentage of CD8^+^ Tregs among (E) the total CD8^+^ population and (F) total splenocytes at different age intervals, indicating a peak in middle‐aged mice followed by a decrease in older mice. Each symbol represents the results of an individual mouse. Statistical significance of data presented (means ± SEM) was determined using one‐way ANOVA or Student's *t*‐test (N.S. not significant; *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001).

As we have discussed before (Figure 1), CD8^+^ Tregs are often included in T_VM_ gate in the absence of Ly49 staining. Here, we revisited the population change in T_VM_ during aging. We showed that the frequency of Ly49^−^ T_VM_ increases with age (Figure S2B), similar to previous findings (Quinn et al. 2018), and no bi‐phasic pattern was observed, further demonstrating the importance of Ly49 in distinguishing T_VM_ and CD8^+^ Tregs. Thus, CD8^+^ Tregs, but not T_VM_ or total CD44^hi^CD8^+^ T cells, exhibit this unique age‐dependent pattern. In the CD4^+^ T cell population, CD4^+^PD1^+^CXCR5^+^ follicular helper T cells (T_FH_) and CD4^+^Foxp3^+^ (CD4^+^ Treg) showed an age‐related increase (Figure S3A–C). Spontaneous germinal center B cells remain stable during aging (Figure S3D). Therefore, unlike the other immune cell populations, CD8^+^ Treg has a distinct kinetics pattern with aging.

### 2.3 Age‐Dependent Alterations in Helios

Helios, a transcription factor essential for the regulatory function of CD4^+^ Foxp3^+^ Tregs and CD8^+^ Tregs (Kim et al. 2015), was assessed for age‐related expression changes. When first gated on CD122^hi^Ly49^+^ CD8^+^ Tregs, the frequency of Helios^+^ cells was highest among middle‐aged CD8^+^ Tregs compared with their younger and older counterparts (Figure 3A). Helios^+^CD8^+^ Treg frequency within total CD8^+^ T cells (Figure 3B,D) or within total splenocytes (Figure 3C,E) exhibited an identical bi‐phasic pattern and no sex‐related difference was detected (Figure 3B,C). When pregated on Helios^+^CD8^+^ Tregs, Helios expression level was found to be higher in young cells than in those from middle‐aged and old mice on a per‐cell basis (Figure 3F). In contrast, Helios expression was increased in Foxp3^+^ CD4 Tregs during aging (Figure 3G). Taken together, Helios^+^CD8^+^ Treg population size follows the same age‐dependent bi‐phasic pattern while young Helios^+^CD8^+^ Tregs carry the highest level of Helios expression on a per‐cell basis.

**FIGURE 3:**
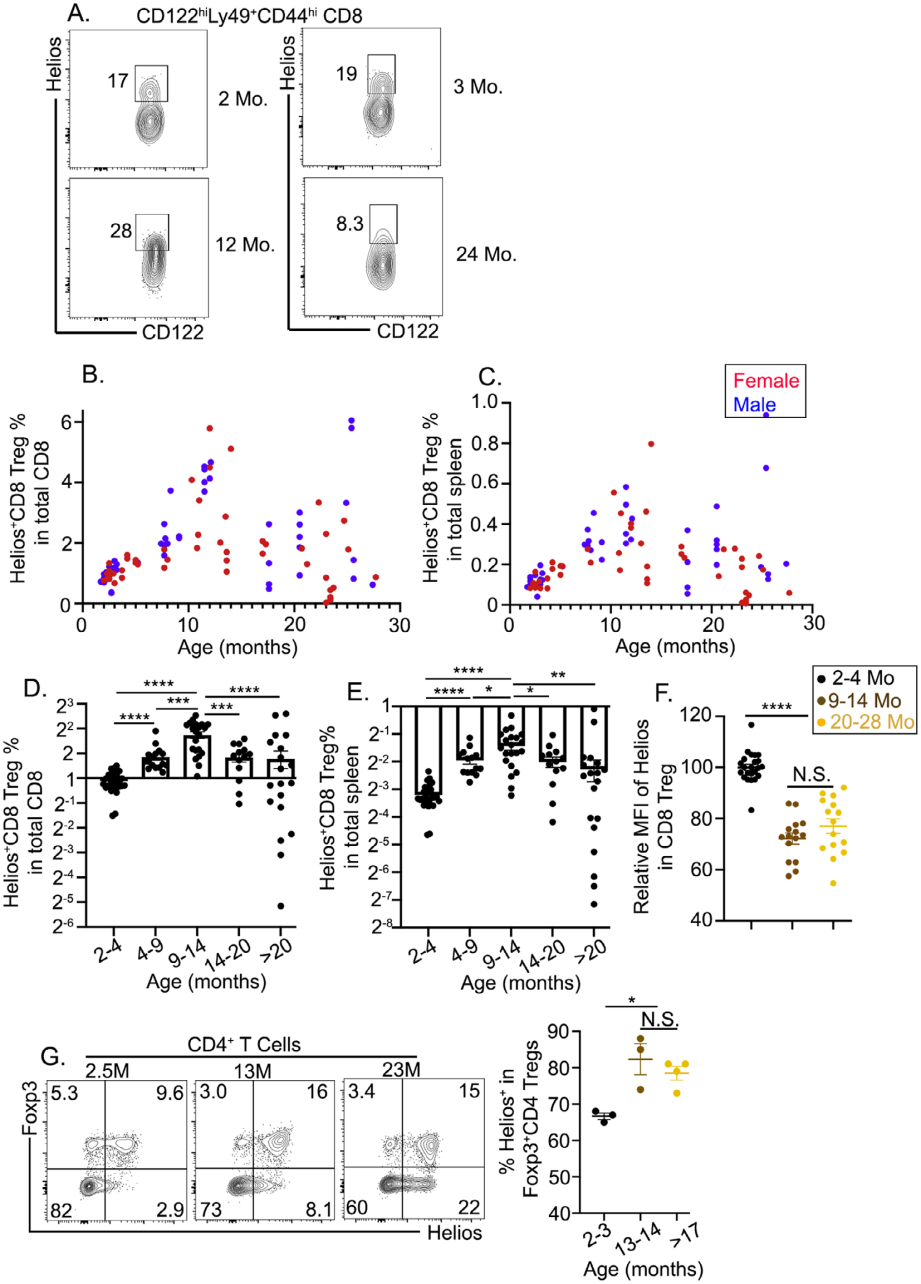
Age‐dependent bi‐phasic changes in Helios^+^CD8 Tregs in mice. Similar setup to Figure 2. Gating strategy for Helios^+^CD8^+^ Tregs in (A) young (2–3 months old) and middle‐aged mice (12 months old) and old mice (24 months old). (B) Scatter plot of Helios^+^CD8^+^ Tregs as a percentage of total CD8^+^ cells across a 2‐ to 30‐month age range, with individual data points for male (blue) and female (red) mice. (C) Scatter plot showing the percentage of Helios^+^CD8^+^ Tregs in the total spleen cell population by age and sex, with male (blue) and female (red) mice compared. Percentage of Helios^+^CD8^+^ Tregs among (D) the total CD8^+^ population and (E) total splenocytes at different age intervals, indicating a peak in middle‐aged mice followed by a decrease in older mice. (F) Relative mean fluorescence intensity (MFI) of Helios expression in pregated Helios^+^CD8^+^ Tregs across age groups. (G) Representative FACS profiles of pregated splenic CD4^+^ T cells are shown on the left. The percentage of Helios^+^ cells in pregated Foxp3^+^CD4^+^ T cells is shown on the right. Each circle represents the results from an individual animal. The statistical significance of data presented (means ± SEM) was determined using one‐way ANOVA or Student's *t*‐test (N.S., not significant; *p < 0.05; **p < 0.01; ***p < 0.001; and ****p < 0.0001).

### 2.4 Expression Profiles and Age‐Related Dynamics of Ly49 Receptors in CD8 ^+^ CD44^hi^CD122^hi^ Tregs

Ly49 receptors, a family of Type II membrane glycoproteins, are traditionally recognized for their role in regulating NK cell activity (Rahim et al. 2014). In CD8^+^ T cells, CD8^+^ Treg suppressive activity is almost exclusively limited to Ly49‐expressing CD8^+^CD122^+^ T cells (Kim et al. 2011). Because in CD8^+^ Treg research, the commonly used monoclonal antibody for Ly49 (clone 14B11) recognizes Ly49C, Ly49F, Ly49I, and Ly49H, we sought to characterize the expression of individual Ly49 receptors and their dynamics across different age groups. We would like to determine whether the bi‐phasic pattern is limited to one Ly49 isoform‐defined CD8^+^ Tregs or can be extended to other Ly49 isoforms.

We observed selective expression patterns of Ly49 receptors on CD8^+^ Tregs. Specific activating Ly49 receptors such as Ly49D and Ly49H and inhibitory receptors such as Ly49C/I were notably absent, while inhibitory receptor Ly49A was highly expressed (Figure 4A). The lack of expression of Ly49C/I/H suggested that 14B11 antibody recognized Ly49F on CD8^+^ Tregs, consistent with the diagonal staining pattern of Ly49 (14B11) versus Ly49E/F antibodies (Figure 4B). Importantly, Ly49F^+^ CD8^+^ Tregs were highly enriched for Helios^+^ cells (Figure 4B). This result is highly consistent with previous findings that Ly49F is the major isoform expressed by CD8^+^ Tregs (Kim et al. 2011; Li et al. 2022).

**FIGURE 4:**
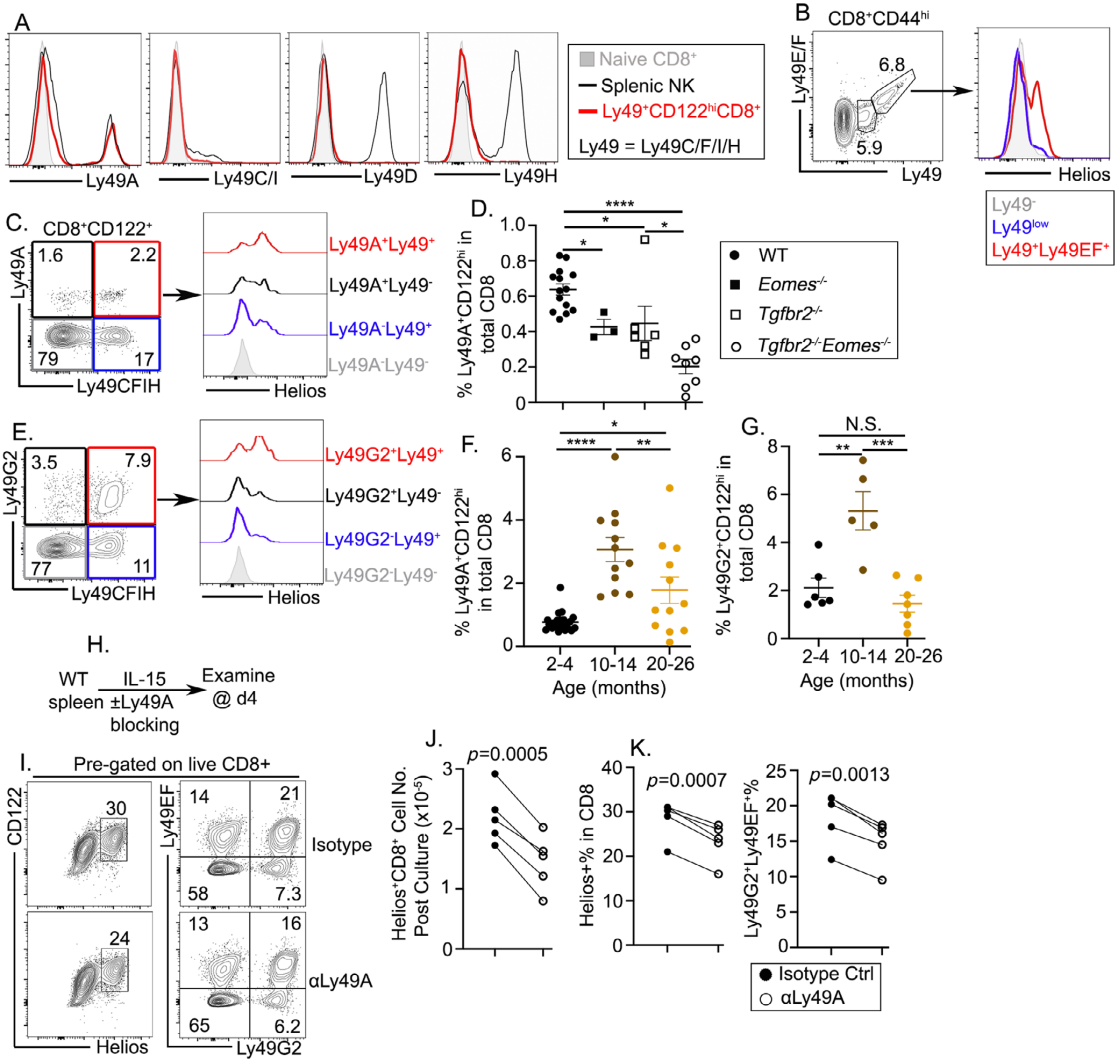
Expression profiles of Ly49 isoforms in CD8^+^ Tregs and their age‐related dynamics. (A) The expression of Ly49A, Ly49C/I, Ly49D, and Ly49H on naive CD8^+^ T cells, splenic NK cells, and Ly49^+^CD122^+^CD8^+^ Tregs. (B) Gating strategy of memory‐like CD8^+^ T cells (left) and the expression of Helios on different subsets of Ly49‐expressing CD8^+^CD44^high^ T cells isolated from WT spleen. (C) Gating strategy of Ly49A and Ly49C/F/I/H on CD8^+^CD122^+^ T cells (left) and the expression of Helios on different subsets of CD8^+^CD122^+^ T cells isolated from WT spleen. (D) Frequency of Ly49A^+^CD122^high^ cells among the CD8^+^ T cell population in WT, *Eomes* ^*−/−*^, *Tgfbr2* ^*−/−*^, and *Tgfbr2* ^*−/−*^ *Eomes* ^*−/−*^ mice. (E) Gating strategy of Ly49G2 and Ly49C/F/I/H on CD8^+^CD122^+^ T cells (left) and the expression of Helios on different subsets of CD8^+^CD122^+^ T cells isolated from the spleen of WT mice. Frequency of (F) Ly49A^+^CD122^high^ cells and (G) Ly49G2^+^CD122^high^ cells among the CD8^+^ T cell population across different age groups. (H) Experimental setup of in vitro Ly49A blocking assay. (I) Representative FACS profiles of pregated live CD8^+^ T cells after 4 days of culture. (J) Live Helios^+^CD8^+^ T cell number postculture. Equal numbers of CD8^+^ T cells from each mouse were cultured under two conditions, that is, with or without Ly49A blocking. Each pair of symbols represents the results from an individual mouse. (K) The percentage of Helios^+^ (left) and the percentage of Ly49G2^+^Ly49EF^+^ (right) among live CD8^+^ T cells after culture are shown. (D, F, G, J) Each symbol and (K) each pair of symbols represent the results of an individual animal. The statistical significance of the data presented (means ± SEM) was determined using one‐way ANOVA (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001) for (D, F, G). Paired *t*‐test was used for (J, K).

Ly49A expression did not completely overlap with Ly49F (14B11) staining. Instead, we could reliably detect single‐positive (i.e., Ly49A^+^Ly49F^−^ and Ly49A^−^Ly49F^+^) and double‐positive (Ly49^+^Ly49F^+^) cells when pregated on CD8^+^CD122^hi^ cells (Figure 4C). The heightened expression of Helios in cells coexpressing Ly49A and Ly49F suggested a potentially enhanced regulatory capacity of this subset (Figure 4C). We have recently demonstrated that Ly49F (14B11)‐defined CD8^+^ Treg population is controlled by TGF‐b and Eomes (Mishra et al. 2021). Indeed, Ly49A^+^CD122^hi^ CD8^+^ T cells were similarly dependent on both TGF‐b and Eomes as demonstrated by the defects in mature T cell–specific conditional KO mice for TGF‐bR, Eomes, and double‐conditional KO mice (Figure 4D). Taken together, these results strongly suggest that both Ly49A‐ and Ly49F‐defined CD8^+^ Tregs are controlled by similar molecular mechanisms. Age stratification revealed an almost identical bi‐phasic dynamic pattern in Ly49A^+^CD122^hi^CD8^+^ T cells, with a significant increase in middle‐aged mice (10–14 months) which then decreased in old mice (20–26 months) (Figure 4F).

Together with the previously mentioned isoforms, we examined the expression of Ly49G2 on CD122^hi^CD8^+^ T cells to further delineate the repertoire of Ly49 engagement. Notably, within the CD122^hi^CD8^+^ T cells, Ly49G2 single‐positive and Ly49G2/Ly49F double‐positive cells could be easily identified. Cells coexpressing Ly49G2 and Ly49F exhibited elevated levels of Helios (Figure 4E), suggesting its involvement alongside the other Ly49 receptors in shaping the immune regulatory functions of CD8^+^ Tregs. Furthermore, with age, we observed a similar profile‐like Ly49A^+^CD122^hi^ Tregs. The proportion of Ly49G2^+^CD122^hi^ Tregs increased significantly in middle‐aged mice (10–14 months), which then diminished in the old mice (> 20 months) (Figure 4G). Taken together, all Ly49 isoforms‐defined CD8^+^ Treg populations exhibit a similar bi‐phasic pattern with age.

Next, using an in vitro homeostatic culture system, we would like to determine the function of Ly49 receptors on CD8^+^ Tregs. IL‐15 signal is required for the homeostasis of CD8^+^ Tregs. Using Ly49A as an example, we would like to test the role of Ly49 receptors during the homeostasis of CD8^+^ Tregs (Figure 4H). Interestingly, even though Ly49A is expressed on a small subset of CD8^+^ Tregs, Ly49A blocking led to a subtle, but significant reduction in Helios^+^CD8^+^ Tregs (Figure 4I–K). Thus, continuous signals via Ly49 receptors are required for the maintenance of CD8^+^ Tregs. Individual Ly49 receptors are not redundant. Blocking a single Ly49 receptor is sufficient to impact CD8^+^ Tregs. The reduction in Ly49 expression in aged mice may contribute to the bi‐phasic pattern of CD8^+^ Treg population during aging.

### 2.5 Ly49^+^Helios^+^ CD8 ^+^ Tregs: Unique Noncytokine Producers During Homeostatic Proliferation

T_VM_ cells are known for IL‐15‐dependent expansion (Sosinowski et al. 2013). To determine whether there was any age‐dependent functional change in CD8^+^ Tregs during IL‐15‐dependent homeostatic proliferation, CD8^+^ Tregs were FACS sorted and cultured with IL‐15 for 7 days (Figure 5A). First, we noticed that IL‐15 could efficiently expand CD8^+^ Tregs, including Helios^+^CD8^+^ Tregs (Figure 5B). Next, a small subset of Helios^−^ CD8^+^ Tregs lost Ly49 expression during IL‐15 culture while Helios^+^CD8^+^ Tregs were phenotypically stable (Figure 5B). Subsequent stimulation with PMA/ionomycin on Day 7 revealed that Ly49^+^Helios^+^ Tregs could not produce cytokines during homeostatic proliferation, regardless of their age (Figure 5C,D). Intriguingly, cytokine production was confined to the Helios^−^ subset of CD8^+^ Tregs, and this response increased with age (Figure 5C,D). A similar trend was detected in freshly isolated CD8^+^ Tregs without IL‐15 culture. Ly49^+^Helios^−^ CD8^+^ Tregs could produce IFN‐g in an age‐dependent manner while Ly49^+^Helios^+^ CD8^+^ Tregs could not regardless of age (Figure S4A). This finding suggests that Ly49^+^Helios^−^ CD8^+^ T cells may not be fully committed to the Treg lineage and still carry effector/memory T cell features. In contrast, the Ly49^+^Helios^+^ subset of CD8^+^ Tregs does not engage in cytokine production and remains phenotypically stable during homeostatic expansion.

**FIGURE 5:**
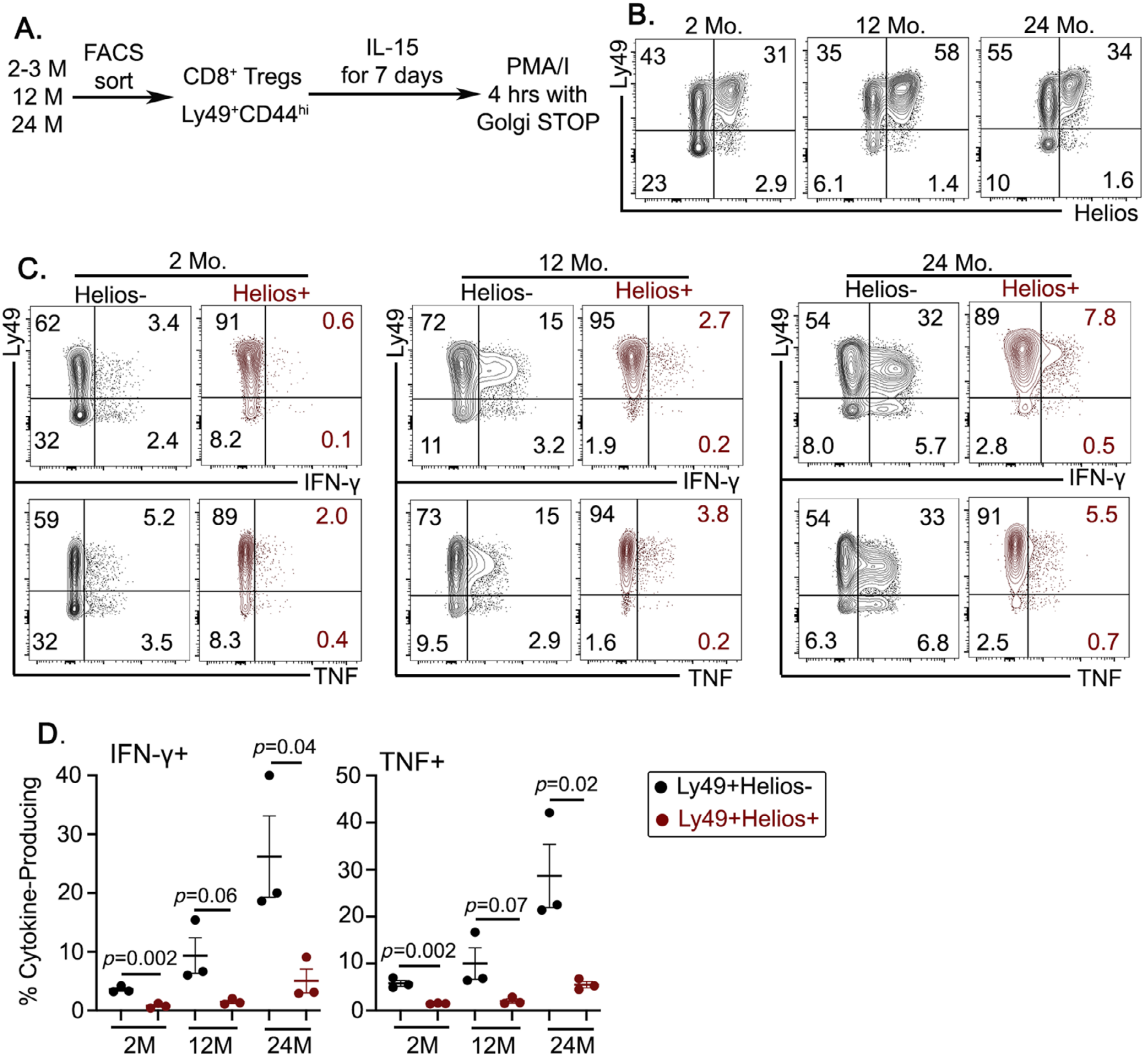
Helios^+^CD8^+^ Tregs are noncytokine producers during IL‐15 culture. (A) Schematic of the experiments. FACS‐sorted CD8^+^ Tregs (CD8^+^CD44^high^Ly49^+^) cells were cultured for 7 days in the presence of IL‐15 (100 ng/mL). Cells were then stimulated for 4 h by PMA/ionomycin in the presence of brefeldin A. (B) Representative FACS for Ly49^+^Helios^+^ T cells gated on CD8^+^CD122^+^. (C) Production of IFN‐γ (upper panel) and TNF‐α (lower panel) was then assessed by flow cytometry on Ly49^+^Hellios^−^ cells (black) and Ly49^+^Helios^+^ cells (ruby). Results are representative from three independent experiments with three mice per group. (D) Frequency of IFN‐γ^+^ (left) and TNF‐α^+^(right) cells within the indicated subset of different age groups. The statistical significance of the data presented (means ± SEM) was determined using Student's *t*‐test.

### 2.6 Ly49^+^Helios^+^ CD8 ^+^ Tregs: Unique Non‐Cytokine Producers During TCR Stimulation

We next investigated the functional capacity of CD8^+^CD44^hi^CD122^hi^ Tregs during TCR stimulation. CD8^+^CD44^hi^CD122^hi^Ly49^+^ Tregs and CD8^+^CD44^hi^Ly49^−^ memory cells, sorted from different age groups, were activated using CD3/CD28 nanobeads along with IL‐2 and IL‐15 for 4 days. On the 4th day, cells were restimulated with PMA/ionomycin for 4 h to induce cytokine production (Figure 6A). Following the restimulation, memory cells (sorted CD8^+^CD44^hi^Ly49^−^ T cells) produced TNFα and IFNγ, more so in older cells compared to younger and middle‐aged groups (Figure 6B). In contrast to memory T cells, CD8^+^ Tregs, irrespective of age, did not produce cytokines in response to TCR stimulation (Figure 6B), highlighting a significant functional contrast with memory T cells. Furthermore, no IL‐10 production was detected in freshly isolated CD8^+^ Tregs during TCR stimulation (Figure S4B). In contrast to cytokine production, CD8^+^ Tregs robustly upregulate cytotoxic programs during TCR stimulation. Compared with Ly49^−^ memory CD8^+^ T cells isolated from the same animal, both granzyme A and granzyme B were substantially elevated in CD8^+^ Tregs regardless of age (Figure 6C). Thus, CD8^+^ Tregs are likely derived from a unique differentiation path with lost cytokine production but elevated cytotoxic capacity.

**FIGURE 6:**
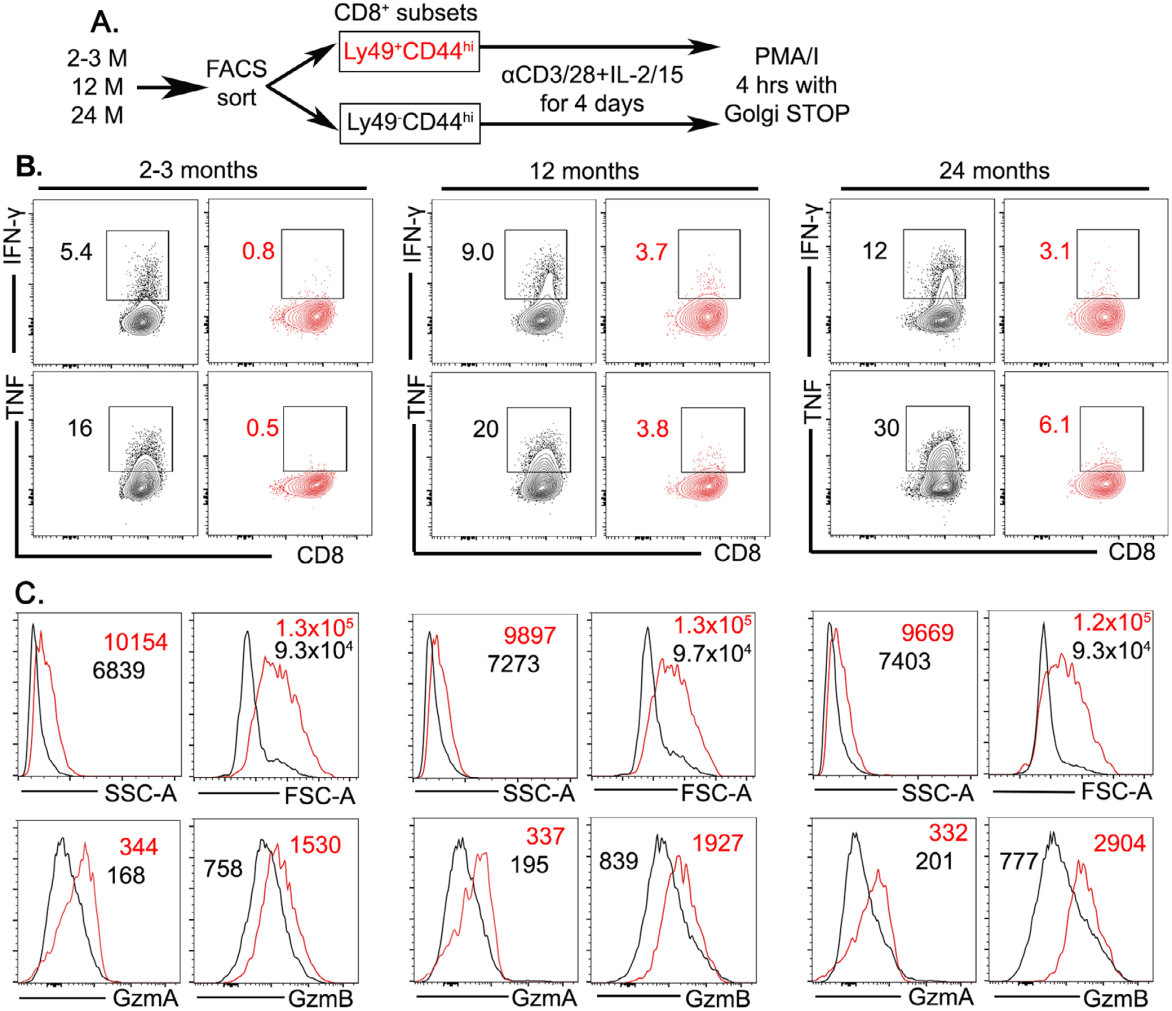
CD8^+^ Tregs upregulate the cytotoxic program upon TCR stimulation. (A) Schematic of the experiments. (B) Production of IFN‐γ (upper panel) and TNF‐α (lower panel) was assessed by flow cytometry on memory CD8^+^CD44^high^Ly49^−^ cells (black) and CD8^+^ Tregs (red). (C) Histograms of overlaid CD8^+^CD44^high^Ly49^−^ cells (black) and CD8^+^ Tregs (red) are shown. Numbers indicate MFI (mean fluorescence intensity) for color‐coded subsets. Results are representative from three independent experiments with three mice per group.

### 2.7 Apparently Normal Regulatory Function of Aged CD8 ^+^ Tregs

To determine the function of aged CD8^+^ Tregs in vivo, we took advantage of our recently established *Tgfbr2* ^*f/f*^ *Eomes* ^*f*/f^dLck‐Cre mice (DKO) (Mishra et al. 2021). In these T cell–specific double‐conditional KO mice, defective CD8^+^ Treg compartment leads to a spontaneous germinal center (GC) reaction. Adoptive transfer of WT CD8^+^ Tregs into young DKO mice completely mitigates the GC response (Mishra et al. 2021). CD8^+^ Tregs isolated from 2‐month‐old and 12‐month‐old mice were separately transferred into 2‐month‐old DKO mice. Three months later, donor CD8^+^ Tregs and host GC response were examined (Figure S5A). Both 2 M and 12 M WT CD8^+^ Tregs could efficiently suppress the spontaneous GC response in DKO hosts (Figure S5B,C). Furthermore, the population size of donor CD8^+^ Tregs (Figure S5D) and the frequency of Helios^+^ cells (Figure S5E,F) were comparable between 2 M and 12 M donors.

To further validate these findings, 2 M, 12 M, and 24 M mice were infected by LCMV (lymphocytic choriomeningitis virus). Two weeks later, CD4 T_FH_ (CD4^+^CD44^hi^PD‐1^+^CXCR5^+^) cells and CD8^+^ Tregs were examined. The ratios of CD4 T_FH_ and CD8 Tregs were comparable between the three age groups. Together, we conclude that aged CD8^+^ Tregs are functional.

### 2.8 Aging‐Induced Transcriptomic Shifts in CD8 ^+^ Tregs: The Emergence of NK Cell–Like Features

To profile age‐dependent changes in CD8^+^ Tregs in an unbiased manner, we performed bulk RNA sequencing of FACS‐sorted CD8^+^ Tregs from young and middle‐aged mice. 

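The cells sequenced were splenic CD8+CD44+Ly49+CD122+ T cells of wild-type mice, in 11 libraries from 3 young males, 3 young females, 2 middle-aged males and 3 middle-aged females. The legend of Figure 7 gives the ages as 3 and 12 months, Figure 7B gives the young mice as 2 months old, and the sample labels give 2 to 3 months for the young group and 10 to 12 months for the older group. RNA was extracted from the sorted cells with a column kit, and cDNA libraries were made with a kit for low amounts of RNA (SMARTer). The sequencing company performed the analysis, and the paper's text names no aligner, counting program, statistical test or threshold for it. The authors deposited the reads counted on each of 54532 Ensembl genes, without normalization, at the gene coordinates of the mouse genome build GRCm38. The reads counted per library ranged from 6135736 to 20442605 in young males (median 18903226) and from 8421396 to 24394532 in young females (median 15662717). They ranged from 17066900 to 23113240 in middle-aged males and from 18955305 to 23062962 in middle-aged females (median 20304535). A count of 0 in the shallowest library, young male 1, allows a level of up to 0.543 CPM (counts scaled to library size), and in the deepest, young female 2, up to 0.119 CPM. Reads were counted without molecular identifiers, so these limits cover counting error only. Counts were scaled with edgeR's TMM factors, genes with too few counts in both age groups were left out (edgeR's filterByExpr), and 13129 genes were tested for a difference between middle-aged and young libraries with sex as a second term, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All log2 fold changes are middle-aged over young. Expression of 4 genes of the Y chromosome (Uty, Eif2s3y, Ddx3y and Kdm5d) and of Xist, 5 genes in all, differed between males and females at an adjusted p under 0.05 in the same model.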

We found 174 differentially expressed genes (Figure 7A). 

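In the quasi-likelihood test, 3 of the 13129 genes had an adjusted p under 0.05, and all 3 also had an absolute log2 fold change over 1. Fcgr2b and Asns were higher in middle-aged CD8+ Tregs, and Atp1b1 was lower. Asns, an asparagine synthetase gene on chromosome 6 (7675169 to 7693254 of GRCm38), had a log2 fold change of 4.08 (standard error 0.56, adjusted p = 0.0414). Its level was 0.903 ± 0.708 CPM (SD, n = 6) in young and 15.5 ± 4.92 CPM (SD, n = 5) in middle-aged CD8+ Tregs. Atp1b1, a sodium pump subunit gene on chromosome 1 (164437109 to 164458355), had a log2 fold change of -2.39 (standard error 0.29, adjusted p = 0.0177), with 111 ± 20.7 CPM (SD, n = 6) in young and 22.1 ± 9.00 CPM (SD, n = 5) in middle-aged CD8+ Tregs. Of the 11 fits that each left out 1 library, Asns kept an adjusted p under 0.05 in 1, without young female 1, within a range of 0.0419 to 0.207 that reached its top without young male 2. Atp1b1 kept one in 6, with the highest, 0.108, without middle-aged female 3, and values above 0.05 also without young male 2 (0.0674), young female 2 (0.0565), young female 3 (0.0535) or middle-aged female 1 (0.105). With the replicate number as a block within sex, 2 genes passed both thresholds, Atp1b1 (adjusted p = 0.0427) among them and neither Asns (adjusted p = 0.157) nor Fcgr2b. With the number as a term shared by both sexes 15 genes passed both thresholds, and with a term for each library's coverage by gene length 30 did. Each included the 3 genes, and both terms were added after the data were seen. With the shared number the adjusted p of Asns was 0.0445. Over the alternatives the adjusted p ranged from 1.05e-12 to 1.00 for Asns and from 5.57e-13 to 1.00 for Atp1b1. Within replicate numbers 1, 2 and 3 the difference in mean log2 CPM was 5.21, 3.86 and 3.35 for Asns and -2.97, -2.04 and -2.21 for Atp1b1. Young male 1 and young female 1 had 2 counts each of Asns, so the size of 5.21 depends on the prior count of 2 used for log2 CPM. The log2 ratio of Atp1b1 to the NK cell gene Ncr1, which fell as well, differed by 0.07 between the age groups (exact permutation p = 0.890), and the ratio to the sum of 9 NK cell genes by -1.14 (exact permutation p = 0.0108). At an unadjusted p under 0.05 there were 393 genes, 2.99% of those tested, of which 263 were higher and 130 lower in middle-aged libraries. That share lies below the 0.05 that chance alone gives with uniform p values, so this count is no sign of an age difference. Why it lies below was not tested. The age groups did not overlap for 172 genes (1.31%, where chance gives 0.433%). The common dispersion between libraries was 0.359, and the median log2 fold change over all tested genes was 0.0028. The choice of test moved the count most: limma voom with sample quality weights gave 138 genes with an adjusted p under 0.05, 111 of them with an absolute log2 fold change over 1, and DESeq2's Wald test gave 112 and 103, with 74 of the latter shared by both tests. Of 100 splits of the 11 libraries into 6 and 5, the real one included, 2 gave as many genes in the quasi-likelihood test, 8 in DESeq2 and 12 in limma voom. In the quasi-likelihood test, the other of those 2 splits put all 4 libraries numbered replicate 1 on one side, as did 3 splits that gave 0 genes. Of these 4 splits, 3 gave as many genes as age in DESeq2 and all 4 did in limma voom.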

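Fcgr2b and the NK receptor genes of the Klrc subfamily and Klrk1 were compared between the age groups gene by gene. Fcgr2b (ENSMUSG00000026656, chromosome 1, 170958617 to 170976547 of GRCm38) rose from 6.97 ± 1.64 CPM (SD, n = 6) in young to 43.8 ± 10.5 CPM (SD, n = 5) in middle-aged CD8+ Tregs. Its log2 fold change was 2.68 (standard error 0.27, edgeR adjusted p = 0.00469), and each of the 11 fits that left out 1 library kept its adjusted p under 0.05. With the replicate number as a block within sex the adjusted p was 0.0836, within a range of 3.60e-25 to 1.00 over the alternatives tried. Klrk1 (ENSMUSG00000030149, chromosome 6, 129610323 to 129623864) rose from 144 ± 44.03 CPM (SD, n = 6) to 524 ± 239 CPM (SD, n = 5), a log2 fold change of 1.85 (standard error 0.34, edgeR adjusted p = 0.168). Every middle-aged library lay above every young library for Fcgr2b and for Klrk1 (exact two-sided permutation test, p = 0.00216 each, the smallest p that 6 against 5 libraries allow). Klrc1 rose from 133 ± 48.6 to 352 ± 163 CPM, a log2 fold change of 1.43 (standard error 0.34, edgeR adjusted p = 0.344; exact permutation p = 0.00649). Young male 1 had 226.1 CPM of Klrc1, apart from the other young libraries at 92.2 to 142 CPM. Klrc2 had a log2 fold change of 0.80 and Klrc3 of 1.55, with standard errors of 0.32 and 0.93 and edgeR adjusted p of 1.00 each; their exact permutation p were 0.0281 and 0.0260. Klrc3 was measured at low levels, 1.70 ± 1.38 CPM in young and 5.66 ± 2.38 CPM in middle-aged CD8+ Tregs. Klrc1, Klrc2 and Klrc3 are neighbouring paralogs on chromosome 6 whose reads the authors' counting could have split among them, so each gene's share is uncertain. The libraries fall into 3 replicate numbers, which differ in their coverage of long genes. Within numbers 1, 2 and 3, the difference in mean log2 CPM was 3.30, 2.21 and 2.39 for Fcgr2b, 3.01, 1.19 and 1.08 for Klrk1, 1.55, 0.99 and 1.33 for Klrc1, 1.79, 0.48 and 0.08 for Klrc2, and 5.52, 1.11 and 1.11 for Klrc3. Young male 1 and young female 1, the young libraries numbered 1, had 0 counts of Klrc3. A count of 0 allows up to 0.543 and 0.417 CPM in them, so the size of 5.52 depends on the prior count of 2 used for log2 CPM. DESeq2's Wald test and limma voom both gave Klrk1 and Klrc1 adjusted p under 0.05, and gave Klrc2 and Klrc3 none.

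**Figure D1:**
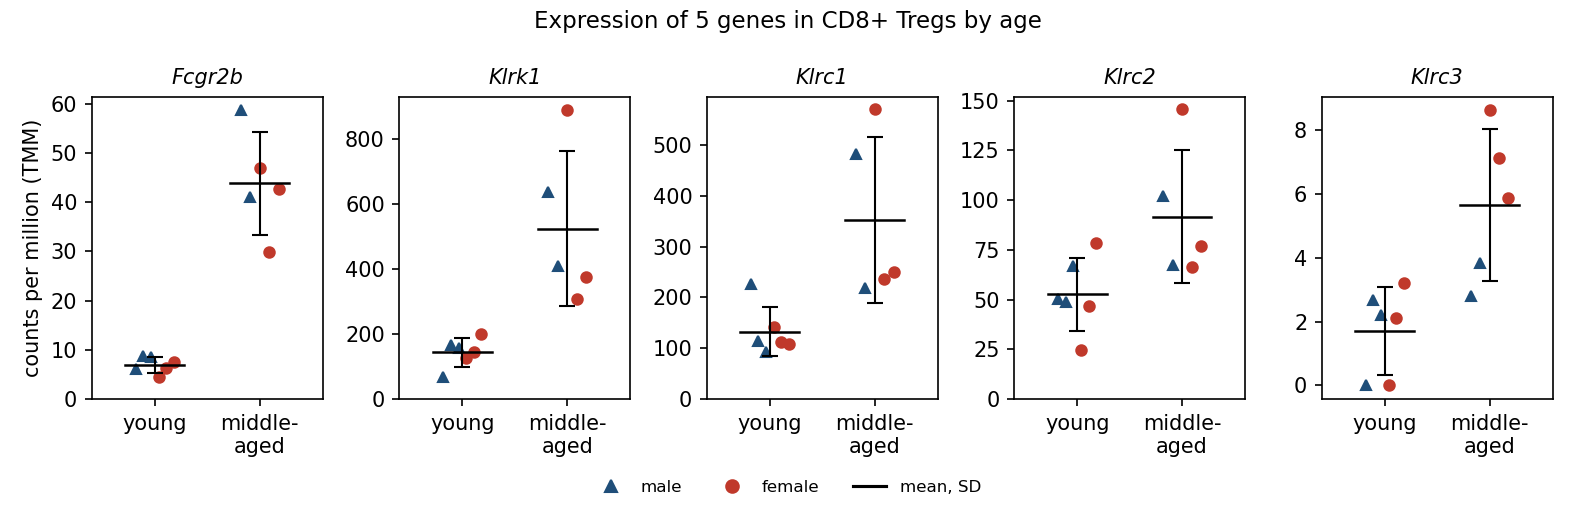
Expression of Fcgr2b, Klrk1, Klrc1, Klrc2 and Klrc3 in each library, in CPM on linear axes, for 6 young and 5 middle-aged libraries (triangles, males; circles, females; lines, mean and SD). The middle-aged libraries of Fcgr2b sit between 29.8 and 58.7 CPM, all above the young ones, whereas those of Klrc2 overlap with the young ones.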

Notably, middle‐aged CD8^+^ Tregs showed an upregulation of genes typically associated with NK cells, including *Fcgr2b* (which encodes the Fcγ receptor CD32) and NK‐receptor genes *Klrk1*, *Klrc3*, *Klrc2*, and *Klrc1* (Figure 7B,C). We next performed gene set enrichment analysis (GSEA), which showed that middle‐aged CD8^+^ Tregs were enriched for NK cell gene signature (Figure S6).

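The members of the published gene sets of Fig. S6 were not used here. Their place was taken by a pair of other sets, tested on the fit of all 11 libraries with limma's camera at an inter-gene correlation of 0.01. The first set held 34 tested NK effector and adaptor genes outside the receptor family, of which 22 had a positive and 12 a negative log2 fold change (median 0.17). Camera gave p = 0.799 for this set, in the upward direction, and neither fry (p = 0.452) nor camera with an estimated correlation (p = 0.859) gave a p under 0.05. Without middle-aged female 2 the direction turned downward and camera, whose p is not exact, gave p = 0.00956. The genes moved apart within the set, and the following were chosen after their values were seen. S1pr5, Ccl5 and Id2 had log2 fold changes of 1.86, 1.21 and 1.03 (standard errors 0.42, 0.31 and 0.21), and Ncr1 and Gzma of -2.33 and -2.20 (standard errors 0.69 and 0.62), or -2.87 and -3.22 without middle-aged female 2. These 5 genes had an adjusted p under 0.05 when adjusted over the list alone, and 0 genes of the set did when adjusted over all genes tested, where 4 higher and 3 lower genes had an unadjusted p under 0.05. The killer cell lectin-like receptor family, with 25 tested genes, gave p = 0.0665 in the downward direction (fry, p = 0.508; estimated correlation, p = 0.178). With at least 10 counts required in every library the family's direction turned upward (camera p = 0.617, not an exact p). Without the genes the study names it was downward, with a camera p of 0.0287. The 11 fits that each left out 1 library were all downward, with camera p from 0.00539 (without middle-aged female 1) to 0.677 (without young male 1). Of 100 splits of the libraries, 94 gave a camera p as small for the effector set and 26 for the receptor family.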

**FIGURE 7:**
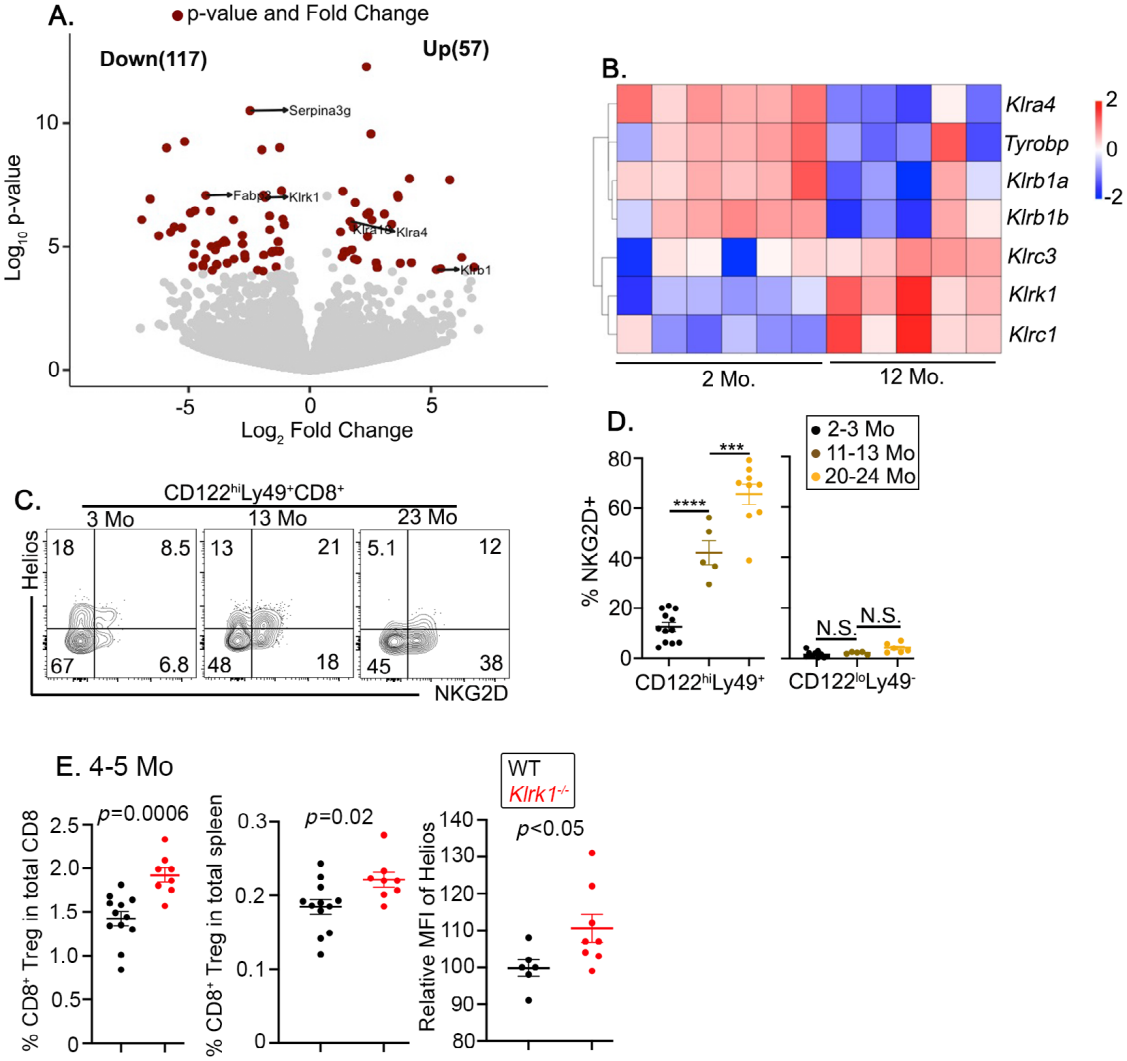
Transcriptional signatures of aging CD8^+^ Tregs. (A, B) CD8^+^ Tregs were FACS sorted from young (3 months) and Middle‐aged (12 months) mice, and their gene expression profiles were analyzed by RNA sequencing. (A) Volcano plot indicating differences in gene expression between young and middle‐aged CD8^+^ Tregs. (B) Heatmap of selected differentially expressed NK cell genes. Each column represents a biologically independent replicate. (C, D) Expression of NKG2D (encoded by *Klrk1*) on CD8^+^ Tregs from splenocytes of young (2–3 months), middle‐aged (11–13 months), and old‐aged (20–24 months) mice was analyzed by flow cytometry. (C) Representative FACS for the gating strategy of Helios^+^NKG2D^+^ T cells pregated on CD8^+^Tregs. (D) Frequency of NKG2D^+^ cells on CD122^high^Ly49^+^ (left) and CD122^high^Ly49^−^ (right). (E) Splenocytes of WT and *Klrk1* ^*−/−*^ mice 4–5 months were harvested and analyzed by flow cytometry. Frequency of CD8^+^ Tregs within total CD8^+^ T cells, total splenocytes, and relative MFI of Helios on CD8^+^ Tregs were shown. (D‐E) Each circle represents the results from an individual animal. The statistical significance of the data presented (means ± SEM) was determined using one‐way ANOVA or Student's t‐test (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

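For Tyrobp, Serpina3g and Fabp3, which Figure 7A or 7B labels beside the NK receptor genes, the libraries had the following levels. Tyrobp (ENSMUSG00000030579, chromosome 7, 30413760 to 30417585 of GRCm38) encodes a signalling adaptor of NK receptors. It had 114 ± 40.02 CPM (SD, n = 6) in young and 68.5 ± 67.4 CPM (SD, n = 5) in middle-aged CD8+ Tregs, a log2 fold change of -0.88 (standard error 0.45, edgeR adjusted p = 1.00; exact permutation p = 0.0801). Middle-aged female 2 had 188 CPM and the 4 other middle-aged libraries had from 30.1 to 47.9 CPM, so that the middle-aged mean without that library was 38.5 CPM and the log2 fold change -1.53. Serpina3g (chromosome 12, 104236245 to 104241939) had a log2 fold change of 2.54 (standard error 0.37, edgeR adjusted p = 0.0645), from 38.6 ± 17.0 CPM in young to 215 ± 59.7 CPM in middle-aged CD8+ Tregs. It is one of a cluster of near-identical serpin genes whose reads the authors' counting could have split. Fabp3 (chromosome 4, 130308595 to 130315463) had a log2 fold change of 4.87 (standard error 0.93, edgeR adjusted p = 0.197), from 0.176 ± 0.261 CPM in young to 3.99 ± 1.79 CPM in middle-aged CD8+ Tregs. The young mean of Fabp3 was 0.0803 CPM without young male 2. For both Serpina3g and Fabp3 every middle-aged library lay above every young library (exact permutation p = 0.00216 each). Within replicate numbers 1, 2 and 3 the difference in mean log2 CPM was 3.32, 2.72 and 1.52 for Serpina3g, 5.59, 3.39 and 3.35 for Fabp3, and -0.75, -0.51 and -2.25 for Tyrobp. Fabp3 had 0 counts in young male 1, young female 1 and young female 2, so the size of its differences depends on the prior count of 2.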

In addition to the upregulation of above‐mentioned key NK receptor genes, our findings indicated that middle‐aged CD8^+^ Tregs also downregulated several other NK cell receptors, including members of the killer cell lectin‐like receptor subfamily B (*Klrb1a*, *Klrb1b*) and subfamily A (*Klra4*), as shown in Figure 7B. 

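Klrb1a (ENSMUSG00000030361, chromosome 6, 128609227 to 128623533 of GRCm38) had 9.98 ± 5.69 CPM (SD, n = 6) in young and 3.19 ± 3.83 CPM (SD, n = 5) in middle-aged CD8+ Tregs. Its log2 fold change was -1.91 (standard error 0.71, edgeR adjusted p = 1.00; exact permutation p = 0.0152), and 4 of the 5 middle-aged libraries lay below every young library. Klrb1b (ENSMUSG00000079298, chromosome 6, 128813706 to 128826331) had 4.47 ± 2.49 CPM in young and 1.18 ± 1.87 CPM in middle-aged CD8+ Tregs, a log2 fold change of -2.92 (standard error 1.30, edgeR adjusted p = 1.00; exact permutation p = 0.0390). Young female 3 had 21.3 CPM of Klrb1a, and the 5 other young libraries had from 6.29 to 9.36 CPM. Middle-aged female 2 held the highest level of both genes among the middle-aged libraries, 9.78 CPM for Klrb1a and 4.35 CPM for Klrb1b. Without it the middle-aged means were 1.54 and 0.385 CPM. Klrb1b had 0 counts in middle-aged male 1 and middle-aged female 1, which allows up to 0.143 and 0.159 CPM. No alternative that gave Klrb1a or Klrb1b an adjusted p gave one under 0.05, and the smallest, from limma voom, were 0.0647 and 0.0742 within ranges that reached 1.00. Neither gene could be fitted with at least 10 counts in every library, and Klrb1a had no adjusted p in DESeq2 without the sex term. Klra4 had 42.8 ± 8.94 CPM (SD, n = 6) in young and 13.5 ± 7.30 CPM (SD, n = 5) in middle-aged CD8+ Tregs. The Klrb1 genes, like the Klra genes, are paralogs of one another, and reads shared between them could have been split by the authors' counting. Within replicate numbers 1, 2 and 3 the difference in mean log2 CPM was -3.35, -0.82 and -2.14 for Klrb1a and -4.12, -2.09 and -1.75 for Klrb1b. Since middle-aged male 1 and middle-aged female 1 had 0 counts of Klrb1b, the size of -4.12 depends on the prior count of 2. The summed level of a list of NK cell genes also fell in middle-aged libraries, and the ratio of Klra4, Klrb1a and Klrb1b to the NK cell gene Ncr1 differed between the age groups by 0.63 on the log2 scale (exact permutation p = 0.331), and their ratio to the sum of 9 NK cell genes by -0.58 (exact permutation p = 0.0714). Taken singly as the reference, the 9 genes gave differences from -2.11 to 0.70, and 7 of them an exact permutation p under 0.05. By flow cytometry the paper reports Ly49D, which it assigns to Klra4, as absent on CD8+ Tregs (Figure 4A). It also states that these cells lack granzymes at steady state, and Gzma is among the 9 genes. Both go with NK cells as a source of such reads, though protein and RNA can differ. CD8+ Tregs may still express some of these genes, so fewer NK cells and a change within CD8+ Tregs cannot be told apart.

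**Figure D2:**
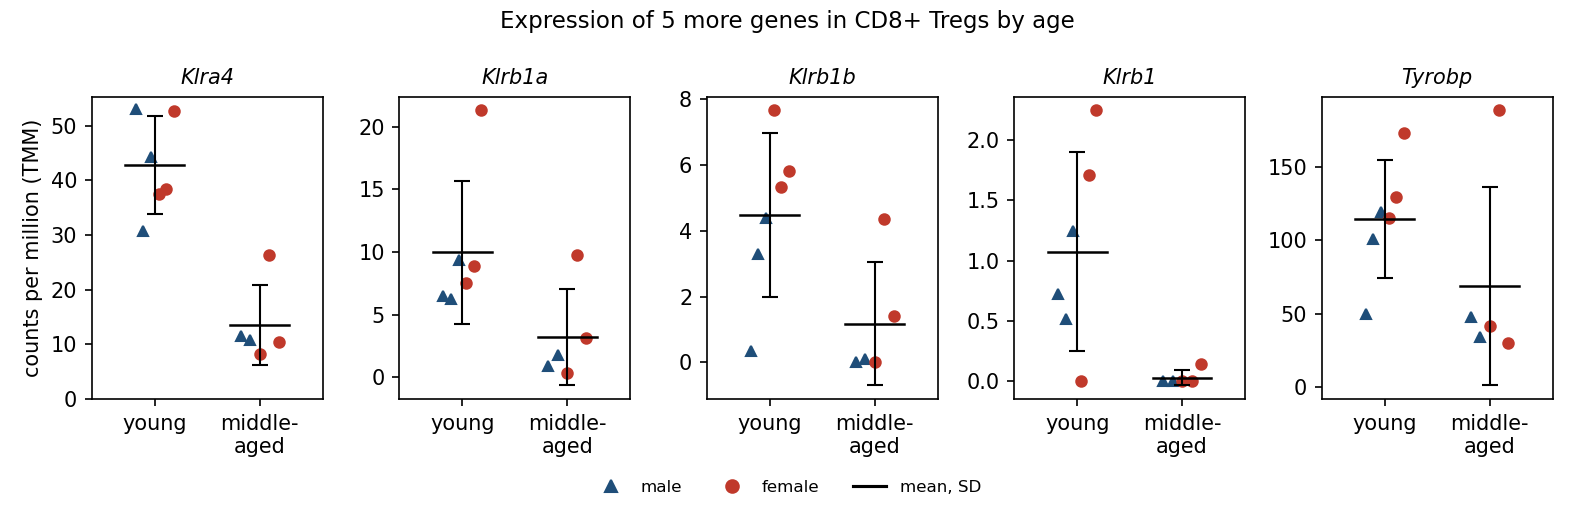
Expression of Klra4, Klrb1a, Klrb1b, Klrb1 and Tyrobp in each library, in CPM on linear axes, for 6 young and 5 middle-aged libraries (triangles, males; circles, females; lines, mean and SD). The middle-aged libraries of Klra4 sit between 8.21 and 26.4 CPM, below the young ones, whereas those of the other genes overlap with the young ones. Middle-aged female 2 is the highest middle-aged library for Klra4, Klrb1a, Klrb1b and Tyrobp, and lies far above the rest for Klra4 and Tyrobp.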

*Klrb1a* and *Klrb1b*, which are orthologs of the human KLRB1 (CD161), are inhibitory receptors predominantly expressed in NK cells. Previous studies have suggested that human KIR^+^ CD8^+^ T cells exhibited lower levels of KLRB1 (Li et al. 2022). Consistently, RNA seq analysis of mouse CD8^+^ Tregs downregulated the *Klrb1* expression with age. 

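The gene listed as Klrb1 (ENSMUSG00000079299, chromosome 6, 128705836 to 128723059 of GRCm38) was read rarely. It had from 0 to 43 counts in the young libraries, 1.07 ± 0.824 CPM (SD, n = 6), and at most 3 counts in any of the 5 middle-aged libraries, the number that a count of 0 allows. Against that limit its mean was at least 7.19-fold lower in middle-aged CD8+ Tregs (exact permutation p = 0.0173, n = 6 and 5). Young female 1 had 0 counts as well, so 1 of the 6 young libraries did not differ from the middle-aged ones at this depth. The edgeR adjusted p was 0.401, and DESeq2's Wald test and limma voom gave adjusted p under 0.05. All 3 replicate numbers had a lower mean log2 CPM in middle-aged libraries, by -1.46, -3.28 and -2.82. With at most 3 counts in any middle-aged library, the size of these differences depends on the prior count.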

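Klra4 (ENSMUSG00000079852) lies on the minus strand of chromosome 6 from 130043731 to 130067271 of GRCm38, among the other Klra genes. Its log2 fold change was -1.7 (standard error 0.34, edgeR adjusted p = 0.228), with -1.93 in males and -1.50 in females fitted apart (interaction p in a model of both sexes, adjusted by edgeR = 1.00). All 5 middle-aged libraries lay below all 6 young libraries (exact permutation p = 0.00216, the smallest that these group sizes allow). Middle-aged female 2 had 26.4 CPM, more than any other middle-aged library, and without it the log2 fold change was -2.06 with an edgeR adjusted p of 0.0531, the lowest of the range of 0.0531 to 0.818 over the 11 fits that each left out 1 library. Within replicate numbers 1, 2 and 3 the difference in mean log2 CPM was -2.19, -1.02 and -2.19. DESeq2's Wald test and limma voom gave Klra4 an adjusted p under 0.05.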

Middle‐aged CD8^+^ Tregs also downregulated the transcripts of Ly49D, (encoded by *Klra4*), a NK cell–activating receptor. Thus, CD8^+^ Tregs appear to have a selective expression profile for NK receptors.

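Of the 25 tested genes of the killer cell lectin-like receptor family, 10 had a positive and 15 a negative log2 fold change, with a median of -0.25, the same with Klrb1 at its bound. The numbers of higher and lower genes were the same with TMM, median-of-ratios or upper-quartile factors and with library size alone. At an unadjusted p under 0.05, 4 genes were higher and 5 lower, 0 had an adjusted p under 0.05 over all genes tested, and 4 (Klrk1, Klrc1, Klra4 and Klrb1) had one when adjusted over the list alone. Within the Klra subfamily, and chosen after their values were seen, Klra3 had a log2 fold change of 0.90 (standard error 0.30), Klra8 of -0.51 (0.38), Klra7 of 0.32 (0.46) and Klra6 of -0.25 (0.44), none of them with an edgeR adjusted p under 0.05. Klrd1, whose product pairs with those of the Klrc genes, had a log2 fold change of -0.11 (standard error 0.31). These paralogs share sequence, and the authors' counting could have split reads among them. The smallest adjusted p of an age-by-sex interaction over all genes tested was 1.00, and 158 genes had an unadjusted interaction p under 0.05. From the receptors that rose and those that fell, the paper proposes that CD8+ Tregs have a selective expression profile for NK receptors.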

To confirm the upregulation of *Klrk1* transcripts, we assessed the NKG2D receptor (encoded by *Klrk1*) expression on CD8^+^ Tregs by flow cytometry. Consistent with transcriptomic data, NKG2D expression increased with age. Interestingly, the age‐dependent induction of NKG2D was more pronounced in Helios^+^ CD8^+^ Tregs than Helios^−^ CD8^+^ Tregs (Figure 7C). Importantly, the induction of NKG2D was not universal on all memory CD8^+^ T cells as we could not detect robust NKG2D expression on CD122^low^Ly49^−^CD44^hi^ CD8^+^ T cells (Figure 7D). Since NKG2D increased both at the transcript level and protein level, it led us to investigate whether NKG2D has functional implications in the aging CD8^+^ Tregs.

NKG2D is a Type II transmembrane receptor and is only expressed on murine CD8^+^ T cells upon activation, as opposed to its constitutive expression in humans (Raulet 2003). Since NKG2D promotes the function of memory CD8^+^ T cells (Chu et al. 2013), we would like to investigate the role of NKG2D on CD8^+^ Tregs. Since *Klrk1* ^*−/−*^ (*Klrk1* encodes NKG2D) mouse is known to develop tumors with age (Raju et al. 2016), we specifically used 4‐ to 5‐month‐old mice to avoid confounding factors associated with tumor progression. Significantly, we noted a higher occurrence of CD8^+^ Tregs in *Klrk1* ^*−/−*^ mice in comparison to age‐matched WT controls (Figure 7E left and middle). This supports our previous observation where CD8^+^ Tregs decreased in aged mice while they showed the highest NKG2D expression (Figures 2, 3, and 7C). In addition, CD8^+^ Tregs in *Klrk1* ^*−/−*^ mice showed higher expression of Helios in comparison to age‐matched WT CD8^+^ Tregs (Figure 7E right). When young mice (about 2 M) were examined, even though NKG2D expression was low on WT cells, we could detect a significant reduction in NKG2D level in *Klrk1* ^*−/−*^ mice (Figure S7A,B). However, no defects in CD8^+^ Treg population size and Helios expression were detected in young *Klrk1* ^*−/−*^ mice (Figure S7C,E), suggesting the impact of NKG2D on CD8 Treg is age dependent.

To test the function of NKG2D in CD8 Treg homeostasis, we performed in vitro NKG2D blocking experiments (Figure S7F). During IL‐15 culture, NKG2D blocking did not affect Helios^+^ CD8^+^ Tregs (Figure S7G). Together, this suggests that NKG2D might be involved in suppressing the homeostasis of CD8^+^ Tregs in an age‐dependent manner. However, the impact might not be direct, but rather via an altered cellular environment.

### 2.9 Age‐Related Dynamics and Molecular Characterization of a Treg‐Like CD8 ^+^ T Cell Subset in Human PBMCs

To determine whether similar age‐related dynamics occur in human CD8^+^ T cells, we used a recently published single‐cell RNA‐sequencing dataset (Terekhova et al. 2023). This dataset is limited to healthy adults (*n* = 166) from 25 to 85 years old excluding all donors with inflammatory conditions or cancer and also excluded obese or smoking individuals. Unbiased clustering of CD8^+^ T cells from human peripheral blood mononuclear cells (PBMCs) defined 11 clusters. Of those 11 clusters, we found two subsets designated as Cluster 4 and Cluster 10 (Figure 8A) showed gene expression profile similar to mouse CD8^+^ Tregs, specifically Helios (*IKZF2*), CD122 (*IL2RB*), NKG2D (*KLRK1*), NKG2C (*KLRC2*), NKG2A (*KLRC3*), and human functional homolog of mouse Ly49 genes, KIRs (human killer cell immunoglobulin‐like receptors, e.g., *KIR3DL1* and *KIR2DL3*) (Figure 8B,C). On further examination, we found that Cluster 4 and Cluster 10 showed a difference in the expression of effector molecules, including granzyme B (*GZMB*) and *KLRG1* (Figure 8B,C). Cluster 4 showed high levels of *GZMB* and *KLRG1*, like other effector subsets, such as Clusters 3 and 9. Of note, Cluster 10 did not express *GZMB* and *KLRG1*. We have previously shown that WT mouse CD8^+^ Tregs do not express either granzymes or KLRG1 under steady states (Mishra et al. 2021). Taken together, Cluster 10 might be the human equivalent to CD8^+^CD44^hi^CD122^hi^Ly49^+^ Tregs identified in mouse models. To identify the age‐dependent changes of Cluster 10, we analyzed the distribution of Cluster 10 across various age groups and found a significant decline in its frequency with age (Figure 8D), from young adults at 25 years to the elderly over 65 years. This is similar to the observed age‐dependent reduction in the frequency of mouse CD8^+^ Tregs from middle age to older (Figures 2 and 3) and suggests a shared mechanism of CD8^+^ Treg attrition across species. In contrast, the effector molecule‐expressing Cluster 4 did not exhibit any age‐dependent changes. In summary, this strengthens that a CD8^+^ Treg‐like subset is present in human PBMCs and this population like its murine counterpart decreases with age in adult humans.

**FIGURE 8:**
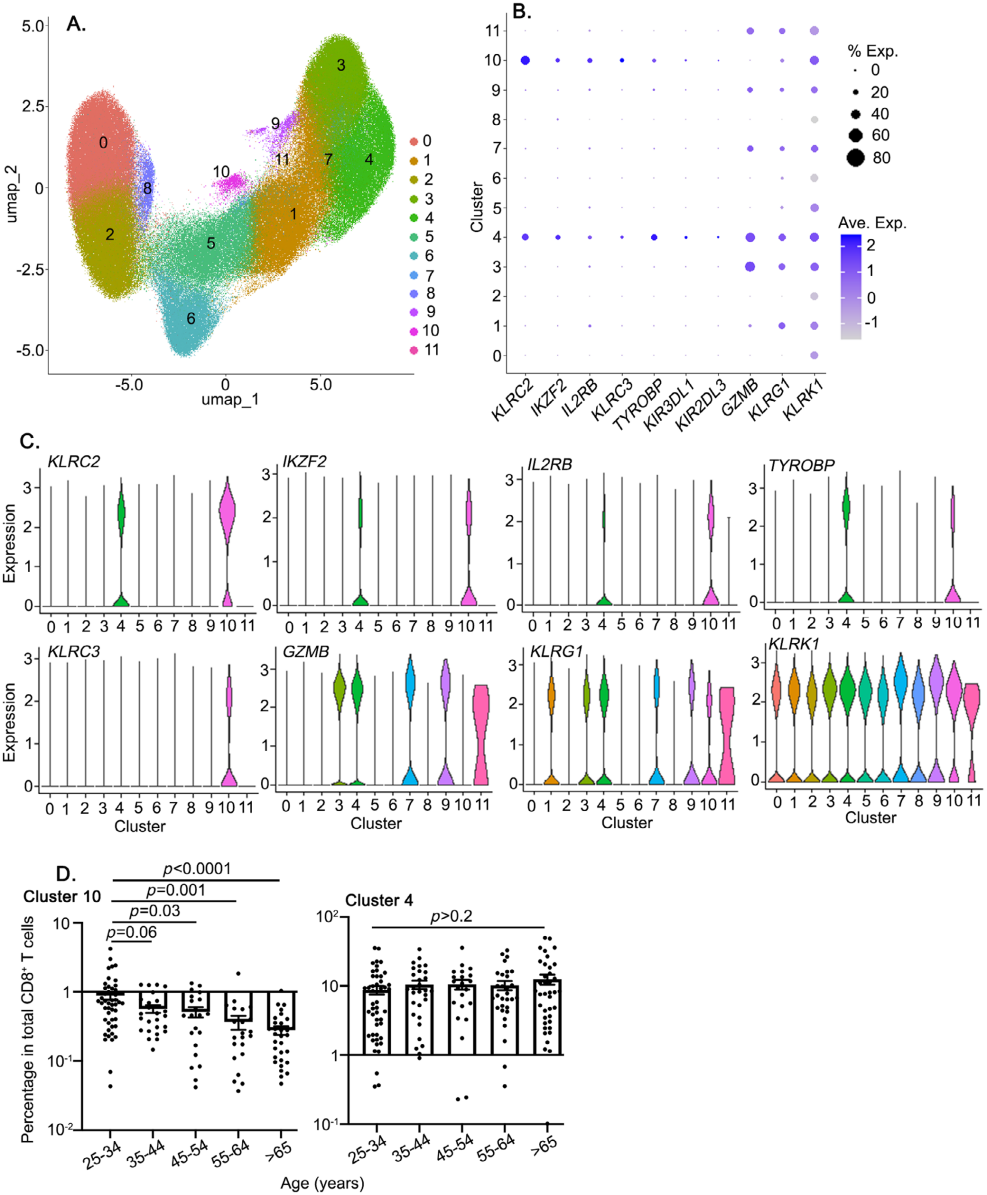
CD8^+^ Treg‐like cells in human PBMCs. scRNA‐seq dataset from PBMCs of healthy individuals aged 25–85 years old (Terekhova et al. 2023) was analyzed. (A) UMAP plot of CD8^+^ T cells colored by the cluster. (B) Dot plots for markers that characterize the CD8^+^ Treg‐like subset. (C) Violin plots showing normalized expression of KLRC2, IKZF2, KLRK1, IL2RB, KLRC3, KLRG1, GZMB, and TYROBP genes per cluster. (D) Bar plot showing the percentage of cells of Cluster 10 and Cluster 4 across age groups. Each dot represents an individual donor. The statistical significance of the data presented (means ± SEM) was determined using one‐way ANOVA.

## 3 Discussion

Our results reveal the dynamics of CD8^+^ Treg throughout aging. Here, we found that in mice, there was an initial rise in Ly49^+^CD8^+^ Tregs until they reached around 10–12 months of age, after which there was a subsequent reduction (Figures 2 and 3). By using scRNA‐sequencing data, we also demonstrated that in humans, there was a steady decline in CD8^+^ Treg‐like cells from 25 to 85 years old (Figure 8C). However, this does not exactly match with the bi‐phasic dynamics of mouse Ly49^+^CD8^+^ Tregs. Considering the lifespan differences between mice and humans, where a 10‐month‐old mouse approximately corresponds to a 33‐year‐old human (Dutta and Sengupta 2016), our findings in the human scRNA‐seq dataset, particularly in the group of ages 25–35 years, might be akin to those in middle‐aged mice (10–12 months). This explains the consistent decrease in human Tregs with age. However, it would be particularly interesting to examine CD8^+^ Tregs in younger human age groups to fully understand their developmental trajectory in comparison to mice.

CD8^+^ Tregs and virtual memory cells (T_VM_) share a similar memory‐like phenotype and Eomes‐controlled transcription program, and are often grouped as a single population in most T_VM_ studies, identified as “CD8^+^CD44^hi^CD122^hi^CD49d^−^.” Here, our results have demonstrated that CD8^+^ Tregs and T_VM_ carry distinct functions and are controlled by different molecular mechanisms. Separating CD8^+^ Tregs and T_VM_ is essential to avoid confounding results. Our findings provide contrasting perspectives demonstrating that Ly49^+^Helios^+^ Tregs do not produce cytokines (including both inflammatory cytokines and regulatory cytokine IL‐10) in response to TCR stimulation (Figure 6). In contrast, CD8^+^ Tregs are skewed toward the cytotoxic lineage upon TCR stimulation, which is consistent with the requirement of perforin in CD8^+^ Treg suppression (Kim et al. 2011; Saligrama et al. 2019).

Anfossi et al. reported cytokine production by a fraction of Ly49^+^CD8^+^ T cells following IL‐15 treatment (Anfossi et al. 2004). Here, we showed that IL‐15‐mediated cytokine production solely in Ly49^+^Helios^−^ CD8^+^ T cells. Although Ly49^+^Helios^−^CD8^+^ T cells largely fall into the CD8^+^ Treg gate in most publications, the identity of Ly49^+^Helios^−^ CD8^+^ T cells remains to be determined. In other words, whether Ly49^+^Helios^−^ CD8^+^ T cells are true Tregs or effector/memory T cells is unknown. Notably, the CD8^+^Ly49^+^Helios^+^ subset, recognized for its suppressive capabilities (Kim et al. 2015), does not produce IFN‐γ and TNF‐α (Figure 6D,E). This further shows the functional divergence of CD8^+^ Tregs from T_VM_ and other effector/memory CD8^+^ T cells, highlighting their distinct roles in the immune response.

We demonstrate that aging CD8^+^ Tregs acquire several NK cell‐related gene signatures. 

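Across the 13 genes that the paper's text, Figure 7A or Figure 7B names for the sequencing data, 11 had a p under 0.05 in the exact permutation test of middle-aged against young libraries when adjusted over the list alone. In edgeR's quasi-likelihood test 9 had an adjusted p under 0.05 when adjusted over the list alone, and 1 (Fcgr2b) when adjusted over all genes tested. The paper chose these genes on the same libraries, so the adjustment over the list alone is not independent evidence. The number by permutation was 8 with library size alone in place of TMM factors. For all 13 genes the difference between the age groups had the same direction within each of the 3 replicate numbers. Since the genes were named on these libraries, that is not independent evidence either. The list holds genes that rose and genes that fell. Klra10, read from a partly covered label, rose against its side of Figure 7A.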

Prior studies have demonstrated that chronic exposure to self‐antigen leads to upregulation of NKG2D in CD8^+^ T cells (Dhanji et al. 2004). Furthermore, recent work has indicated that Qa‐1‐restricted self‐antigen–specific CD8^+^ Tregs exhibit an age‐dependent increase in NKG2D expression, tracked up to 48 weeks of age (Kim et al. 2024). Our data are consistent with these findings, revealing that the Ly49^+^Helios^+^ subset of CD8^+^ T cells referentially upregulates NKG2D. Moreover, we observed a consistent increase in NKG2D expression up to 104 weeks of age.

NKG2D expression in CD8^+^ T cells is often linked with an effector phenotype and is considered a costimulatory molecule (Chu et al. 2013; Tsyklauri et al. 2023). In our study, CD8^+^ Tregs expanded in *Klrk1* ^*−/−*^ mice with higher expression of Helios in 4‐ to 5‐month‐old, but not in 2‐month‐old mice. Thus, in contrast to a costimulatory molecule for other effector/memory CD8^+^ T cell subsets, NKG2D may function as a coinhibitory molecule in CD8 Tregs in an age‐dependent manner. Considering the lack of impact of NKG2D blocking on purified CD8^+^ Tregs in vitro, it is possible that NKG2D exerts its effects on CD8^+^ Tregs via an altered microenvironment.

One interesting feature of aged CD8 Tregs is the greatly increased variation between individuals. As shown in Figure 2E,F and Figure 3D,E, in aged mice (> 20 months, compared with other groups), there is a much wider range of CD8 Treg population size. Thus, a large group of aged animals is required to accurately assess the function of CD8 Tregs. This feature of CD8 Treg prevents us from providing conclusive results measuring the in vivo function of aged CD8 Tregs, which represents a key limitation of the current work.

By using a publicly available scRNA‐seq dataset, we identified a murine CD8^+^ Treg‐like subset, “Cluster 10” in human PBMC. We found that Cluster 10 showed a gene expression profile similar to mouse Tregs, including *IL2RB*, *IKZF2*, and *KLRK1*. Interestingly, the frequency of Cluster 10 declined with age. While Cluster 10 shows the mouse Treg phenotype, Cluster 4 is characterized by higher levels of *KLRG1*, an effector CD8 marker, and granzyme B, indicative of cytotoxic capabilities. This is notable considering our previous findings that WT CD8^+^ Tregs do not produce granzyme B under homeostatic conditions and do not carry KLRG1 (Mishra et al. 2021). Cluster 10 also exhibited heterogeneous expression of KIR3DL1 and KIR2DL3, functional equivalents of murine Ly49 (Li et al. 2022; Rahim and Makrigiannis 2015). Further work is required to completely comprehend the unique functions of Clusters 10 and 4 in autoimmunity and aging, due to their complicated expression profile.

In summary, we performed a side‐by‐side comparison between CD8^+^ Tregs and T_VM_ to establish the necessity to distinguish these two subsets. We demonstrated the bi‐phasic dynamics of CD8^+^ Tregs during aging as well as highlighted their age‐associated functional identity, marked by an increased expression of NK cell‐related genes as well as altered Helios expression. Moreover, age‐related decline in “Cluster 10” subset, along with their unique molecular profiles, underscores the potential of CD8^+^ Tregs as promising targets for therapeutic strategies in age‐associated immune dysfunctions. However, further characterization should be done to dissect the CD8^+^ Treg‐specific molecular mechanisms in aging and autoimmunity.

## 4 Materials and Methods

### 4.1 Mice and Virus

C57BL/6J (B6) (Jax#000664) mice were originally obtained from the Jackson Laboratory. Young (2–4 months), middle‐aged (10–12 months) and old (20–28 months old) male and female mice were used. *Rag1* ^*−/−*^ mice (Jax#002216) were originally obtained from the Jackson Laboratory. Distal *Lck*‐Cre‐mediated T cell–specific conditional knockout mice for *Tgfbr2*, *Tbx21*, and *Eomes* (*Tgfbr2* ^*−/−*^ mice, *Tbx21* ^*−/−*^ and *Eomes* ^*−/−*^ mice) and double‐conditional KO mice (*Tgfbr2* ^*−/−*^ *Eomes* ^*−/−*^ mice) have been described before (Mishra et al. 2021). *Klrk1* ^*−/−*^ mice (Jax#022733) were purchased from Jackson Laboratory (Guerra et al. 2008). All mice were housed at our specific pathogen‐free animal facilities at the University of Texas Health San Antonio. All experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were fully approved by the Institutional Animal Care and Use Committee of the University of Texas Health San Antonio. LCMV Armstrong infection was performed as described before (Wang et al. 2024). 2 × 10^5^ pfu LCMV Armstrong was injected into each mouse via an intraperitoneal route.

### 4.2 Staining for Flow Cytometry and Antibodies

Anti‐CD16/32 (2.4G2) was produced in the laboratory and used in all FACS staining as FcR blocker. Freshly isolated splenocytes of young, middle‐aged, and old aged mice were stained for surface antigens and incubated for 30 min at 4°C with the following fluorescence dye‐labeled antibodies specific for CD3 (17A2), B220 (RA3‐6B2), CD19 (1D3), CD4 (GK 1.5), CD44 (IM7), PD‐1 (J43), CXCR5 (SPRCL5), CD8β (H35‐17.2), Ly49C/F/I/H (14B11), CD122 (TM‐β1), CD25 (PC61.5), CD49d (R1‐2), Ly49D (4E5), Ly49I (YLi‐90), Ly49E/F (CM4), Ly49G2 (411), Ly49A (YE1), IL‐10 (JES5‐16E3), and NKG2D (CX5) were purchased from Thermo Fisher, Biolegend, and Cytek (Tonbo). For live cell staining, Ghost Dye Violet 510 (Cytek/Tonbo) was used. For intranuclear and intracellular staining, cells were fixed following surface staining and permeabilized with the FOXP3/transcription factor staining buffer kit (Cytek/Tonbo) for 45 min at room temperature and then stained with following antibodies Helios (22F6), Foxp3 (FJK‐16S), TNFa (MP6‐XT22), IFNg (XMG1.2), granzyme A (3G8.5) and granzyme B (GB11) at room temperature for 30 min. Washed and fixed samples were analyzed by BD FACSCelesta and FlowJo (TreeStar) software.

### 4.3 Lymphocyte Isolation and Cell Sorting

Murine spleen was harvested, homogenized, and red blood cells were lysed using ACK buffer (prepared in‐house). CD8^+^ T cells were isolated using Dynabeads mouse CD8^+^‐positive selection kit (Invitrogen). Isolated CD8^+^ T cells are then stained with surface antibodies CD8, CD44, Ly49, and CD122. CD8^+^CD44^+^Ly49^+^CD122^+^ cells (CD8^+^ Tregs) and CD8^+^CD44^+^Ly49^−^ cells (memory T cells) were purified by cell sorting using BD FACS Aria Fusion.

### 4.4 Listeria Infection in *Rag1* ^*−/−*^ Mice

Naive CD8^+^ (CD44^−^CD8^+^CD62L^+^), CD8^+^ Tregs (CD8^+^CD44^+^Ly49^+^CD122^+^), and T_VM_ (CD8^+^CD44^+^CD49d^−^CD122^+^Ly49^−^) were FACS sorted from the spleen of 4‐ to 6‐month‐old WT naive mice. 5 × 10^4^ sorted cells were adoptively transferred into each *Rag1* ^*−/−*^ recipient via tail vein. All recipients were infected by 2 × 10^3^ cfu *Listeria monocytogenes* intravenously as described before (Ma and Zhang 2015). Bacterial burden in the spleen was measured 3 days after infection.

### 4.5 In Vitro T Cell Stimulation and Intracellular Cytokine Staining

For TCR activation, FACS‐sorted CD8^+^ Tregs and memory T cells are cultured in vitro with Dynabeads Mouse T‐activator CD3/CD28 (Thermo Fisher) following the manufacturer's instructions. The culture was supplemented with IL2 (5 ng/mL, BioLegend) and IL15 (5 ng/mL, BioLegend).

For IL‐15 culture, FACS‐sorted CD8^+^ Tregs are cultured in vitro with IL15 (100 ng/mL) for 4 or 7 days.

For intracellular cytokine analysis, at the end of the culture period, cells were stimulated with 50 ng/mL PMA + 1 mg/mL Ionomycin (PMA and ionomycin are purchased from Sigma) for 4 h, and GolgiStop (BD) was also added. Cells were then stained with FACS antibodies for CD8, Ly49, Helios, TNFa, IFNg, granzyme A, and granzyme B as described above.

### 4.6 In Vitro Blocking Assays

For antibody‐blocking assays, 5‐ to 7‐month‐old WT CD8^+^ Tregs were cultured with IL15 (100 ng/mL). 10 mg/mL blocking antibodies were added throughout the culture. The following blocking antibodies were used: NKG2D (clone HMG2D, BioXcell) and Ly49A (clone YE1/48.10.6, BioLegend). At the end of the culture, live CD8^+^ Tregs were examined by FACS.

### 4.7 RNA‐Seq Analysis

Young and middle‐aged CD8^+^ Tregs were FACS sorted, and RNA was extracted from sorted cells using the Quick‐RNA MiniPrep according to the manufacturer's instructions (Zymo Research). RNA‐seq analysis was performed by Novogene. RNA‐seq data are accessible at GEO: GSE252718.

### 4.8 Analysis of Publicly Available scRNA‐Seq Data

We conducted analysis on a publicly available single‐cell RNA‐sequencing dataset of human PBMC from Terekhova (Terekhova et al. 2023) (syn49637038), specifically focusing on CD8^+^ T cells. The original authors had preprocessed this dataset to isolate CD8^+^ T cells, which we used for our analysis. We imported the dataset into R (v4.3.2) and utilized the Seurat package (version 5.0.1) for our analysis. We adapted the analysis workflow from the original author (Terekhova et al. 2023) with key steps including data normalization, variable feature identification with the exclusion of certain genes (TRA, TRB, IGH, IGK, and IGL), and data scaling. We applied PCA for dimensionality reduction, followed by Harmony integration for batch correction. Subsequently, we utilized UMAP for further dimensionality reduction and visualization. We also conducted clustering analysis using Seurat's FindNeighbors and FindClusters functions with a resolution of 0.8. We identified 12 clusters, among which Cluster 10 was of specific interest due to its distinctive characteristics within the CD8^+^ T cell population. We quantitatively analyzed the percentage of cells within Cluster 10 and Cluster 4 relative to the total CD8^+^ T cell count. The result was stratified by donor and across different age groups to explore age‐related differences in cluster composition. For visualization, we created Uniform Manifold Approximation and Projection (UMAP) plots. Furthermore, we used ggplot2v3.4.4 for creating dot plots and violin plots to visually represent gene expression data.

### 4.9 Statistics

Data were analyzed in Prism 10.

## Author Contributions

Conceptualization: S.S., S.M., N.M., G.H., M.R., C.M., and N.Z.; investigation: S.S., S.M., K.K.‐H.F., L.W., J.I., C.S., and C.M.; bioinformatics: S.S.; writing: S.S.; review and editing: S.S., N.M., G.H., M.R., C.M., and N.Z.; and funding acquisition: N.Z.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1.** TGF‐β induces Helios, but not Ly49 expression during in vitro CD8^+^ T cell activation. Purified naive OT‐1 TCR transgenic CD8^+^ T cells were activated by anti‐CD3/CD28 in the presence of 10μg/ml TGF‐β‐neutralizing antibody (clone#1D11.16.8, BioXcell) or 2.5ng/ml hTGF‐β1 (BioLegend). Two days later, live CD8^+^ T cells were FACS sorted and analyzed by bulk RNA‐seq. The mRNA levels for *Klra6* (A), *Klra7* (B), and *Ikzf2* (C) are shown. Each symbol represents the results from an independent culture sample. The *p*‐values were calculated by Student's *t*‐test.
**Figure S2.** Age distribution of CD44^hi^ and Ly49^+^ T_VM_ cells. (A) Number of CD8^+^ Tregs in the total splenocytes of young (2–3 months), middle‐aged (10–12 months), and old‐aged mice (20–24 months). The statistical significance of the data presented (means ± SEM) was determined using one‐way ANOVA (*p < 0.05, **p < 0.01). (B) Scatter plot of CD44^high^CD8^+^ (top) and Ly49^−^CD122^hi^CD49d^low^ T_VM_ cells (bottom) as a percentage of total CD8^+^ cells across a 2‐ to 28‐month age range, with individual data points for male (blue) and female (red). Each dot represents an individual mouse.
**Figure S3.** Age‐related kinetics of CD4^+^ Treg, CD4^+^T_FH_, and germinal center B cells. (A) Scatter plot illustrating the percentage of Foxp3^+^ cells within the total CD4^+^ cell population across a 0‐ to 27‐month age range. (B) Scatter plot showing the percentage of CD4^+^Foxp3^+^ cells within the total spleen. (C) Scatter plot depicting the percentage of PD1^+^CXCR5^+^ T_FH_ cells within the total CD4^+^ cell population. (D) Scatter plot depicting the percentage of CD95^+^GL7^+^ germinal center cells within the total B cell population. Each dot represents data from an individual mouse. All animals are naive unimmunized.
**Figure S4.** Freshly isolated Helios^+^CD8 Tregs do not produce cytokine. Splenocytes were harvested from young (2–3 months), middle‐aged (10–12 months) and old‐aged mice (20–24 months) for (A) or from middle‐aged mice for (B). (A) Cells were then stimulated for 4 h with or without PMA/ionomycin in the presence of brefeldin A. Representative FACS showing the production of TNF‐α and IFN‐γ in Ly49^−^ (gray), Ly49^+^Hellios^−^ (black), and Ly49^+^Helios^+^ cells (ruby). (B) Freshly isolated splenocytes were stimulated for 4 h with αCD3/CD28 in the presence of brefeldin A. Left, TNF‐α production in total Ly49^−^CD8^+^ non‐Tregs; Right, IL‐10 production in CD8^+^ Tregs. Each pair of symbols represents the results from an individual mouse. The *p*‐values were calculated by paired Student's *t*‐test.
**Figure S5.** Aged CD8^+^ Tregs exhibit comparable suppressive functions in vivo. (A) Experimental setup for (B) to (F). Two‐month‐old DKO mice received either young WT CD8^+^ Tregs or middle‐aged CD8^+^ Tregs. Host mice and donor T cells were examined 3 months later. (B) Representative FACS profiles of pregated splenic B cells to show the spontaneous GC responses. (C) The percentage of GC B cells is shown. (D) The percentage of donor CD8^+^ Tregs in the total CD8^+^ Treg gate (Ly49^+^CD122^+^) is shown. (E) Representative FACS profiles of pregated Ly49^+^CD122^+^ CD8^+^ T cells to show Helios expression. (F) The percentage of Helios^+^ cells in young versus middle‐aged donors is shown. (G) Experimental setup for (H). (H) Day 14 post‐LCMV infection, the ratio of CD4 T_FH_ versus Helios^+^CD8^+^ Tregs is shown. Each symbol represents the results of an individual mouse. The *p*‐values were calculated by one‐way ANOVA or Student's *t*‐test.
**Figure S6.** Enrichment of NK signatures in CD8^+^ Tregs isolated from middle‐aged donors. GSEA analysis was performed on the bulk RNA‐seq results presented in Figure 7. Left, the enrichment of NK_UP signature; Right, the enrichment of NK_Down signature. Red, young CD8^+^ Treg; Purple, middle‐aged CD8^+^ Treg.
**Figure S7.** NKG2D is not apparently involved in CD8^+^ Tregs in young animals and in vitro. The splenocytes isolated from 6‐ to 8‐week‐old mice were examined by FACS. (A) Representative FACS profiles of pregated CD8^+^ Tregs are shown. (B) MFI of NKG2D on pregated Helios^+^CD8^+^ Tregs. (C) The frequency of Helios^+^CD8^+^ Tregs in total CD8^+^ T cells is shown. (D) The frequency of Helios^+^CD8^+^ Tregs in total spleen is shown. (E) MFI of Helios in pregated Helios^+^CD8^+^ Tregs. (F) Experimental setup for (G). (G) Post 7 days of culture, left, the percentage of Helios^+^ cells in live CD8^+^; middle, MFI of Helios in pregated Helios^+^CD8^+^ Tregs; and right, MFI of granzyme B in pregated Helios^+^CD8^+^ Tregs. Each symbol in B to E and each pair of symbols in G represent the results from an individual mouse. The *p*‐values were calculated by Student's *t*‐test (N.S., not significant, ****p < 0.0001).

## Data Availability

Bulk RNA‐seq data are openly available in a public repository and are accessible at GEO: GSE252718. Other data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Age‐Dependent Bi‐Phasic Dynamics of Ly49+ CD8 + Regulatory T Cell Population
**Source:** Aging Cell. 2024 Dec 18;24(4):e14461. doi: 10.1111/acel.14461
**Supplement:** Supplementary file 1 — Figure S1. TGF‐β induces Helios, but not Ly49 expression during in vitro CD8+ T cell activation. Purified naive OT‐1 TCR transgenic CD8+ T cells were activated by anti‐CD3/CD28 in the presence of 10μg/ml TGF‐β‐neutralizing antibody (clone#1D11.16.8, BioXcell) or 2.5ng/ml hTGF‐β1 (BioLegend). Two days later, live CD8+ T cells were FACS sorted and analyzed by bulk RNA‐seq. The mRNA levels for Klra6 (A), Klra7 (B), and Ikzf2 (C) are shown. Each symbol represents the results from an independent culture sample. The p‐values were calculated by Student's t‐test. Figure S2. Age distribution of CD44hi and Ly49+ TVM cells. (A) Number of CD8+ Tregs in the total splenocytes of young (2–3 months), middle‐aged (10–12 months), and old‐aged mice (20–24 months). The statistical significance of the data presented (means ± SEM) was determined using one‐way ANOVA (*p < 0.05, **p < 0.01). (B) Scatter plot of CD44highCD8+ (top) and Ly49−CD122hiCD49dlow TVM cells (bottom) as a percentage of total CD8+ cells across a 2‐ to 28‐month age range, with individual data points for male (blue) and female (red). Each dot represents an individual mouse. Figure S3. Age‐related kinetics of CD4+ Treg, CD4+TFH, and germinal center B cells. (A) Scatter plot illustrating the percentage of Foxp3+ cells within the total CD4+ cell population across a 0‐ to 27‐month age range. (B) Scatter plot showing the percentage of CD4+Foxp3+ cells within the total spleen. (C) Scatter plot depicting the percentage of PD1+CXCR5+ TFH cells within the total CD4+ cell population. (D) Scatter plot depicting the percentage of CD95+GL7+ germinal center cells within the total B cell population. Each dot represents data from an individual mouse. All animals are naive unimmunized. Figure S4. Freshly isolated Helios+CD8 Tregs do not produce cytokine. Splenocytes were harvested from young (2–3 months), middle‐aged (10–12 months) and old‐aged mice (20–24 months) for (A) or from middle‐aged mice for (B). (A) Cells were then stimulated

**Supplemental Figures**

**Title:** Age-dependent bi-phasic dynamics of Ly49^+^CD8^+^ regulatory T cell population

**Authors:** Saranya Srinivasan^1^, Shruti Mishra^1,2^, Kenneth Ka-Ho Fan^1^, Liwen Wang^1,3^, John Im^1^, Courtney Segura^1^, Neelam Mukherjee^4^, Gang Huang^5^, Manjeet Rao^5^, Chaoyu Ma^1,*^, and Nu Zhang^1,6, *^

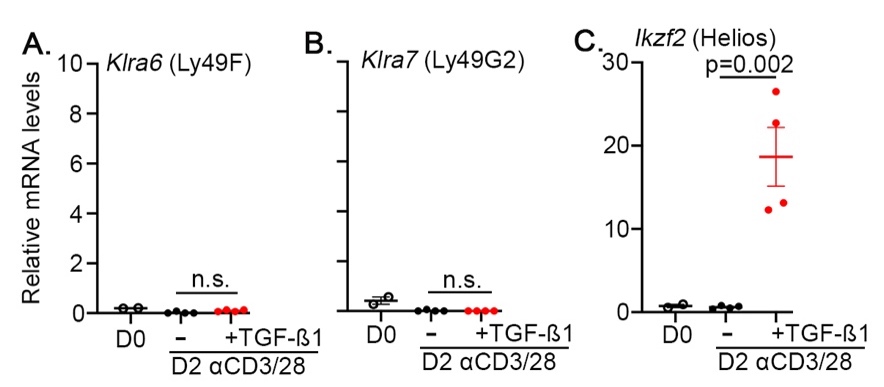

**Figure S1. TGF-β induces Helios, but not Ly49 expression during in vitro CD8^+^ T cell activation**.

Purified naïve OT-1 TCR transgenic CD8^+^ T cells were activated by anti-CD3/CD28 in the presence of 10μg/ml TGF-β neutralizing antibody (clone#1D11.16.8, BioXcell) or 2.5ng/ml hTGF-β1 (BioLegend). Two days later, live CD8^+^ T cells were FACS sorted and analyzed by bulk RNA-seq. The mRNA levels for *Klra6* (**A**), *Klra7* (**B**) and *Ikzf2* (**C**) are shown. Each symbol represents the results from an independent culture sample. The p-values were calculated by Student *t*-test.

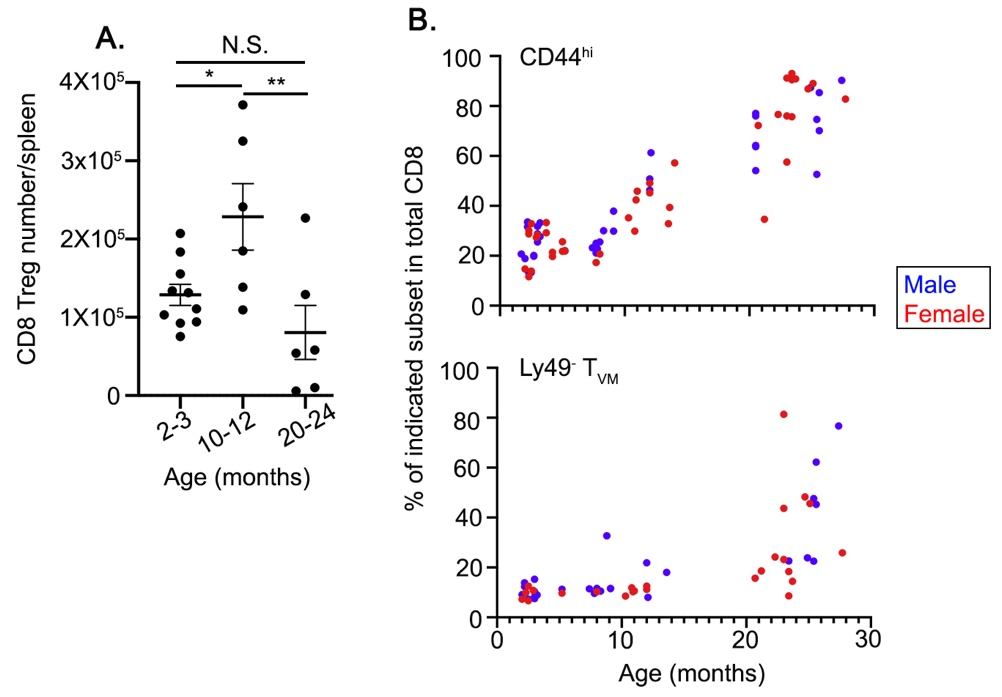

**Figure S2. Age distribution of CD44^hi^ and Ly49^+^ T_VM_ cells.**

**(A)** Number of CD8^+^ Tregs in the total splenocytes of young (2-3 months), middle-aged (10-12 months), and old-aged mice (20-24 months). The statistical significance of the data presented (means ± SEM) was determined using one-way ANOVA (*p < 0.05, **p < 0.01). **(B)** Scatter plot of CD44^high^CD8^+^ (top) and Ly49^-^CD122^hi^CD49d^low^ T_VM_ cells (bottom) as a percentage of total CD8^+^ cells across a 2–28-month age range, with individual data points for male (blue) and female (red). Each dot represents an individual mouse.

**
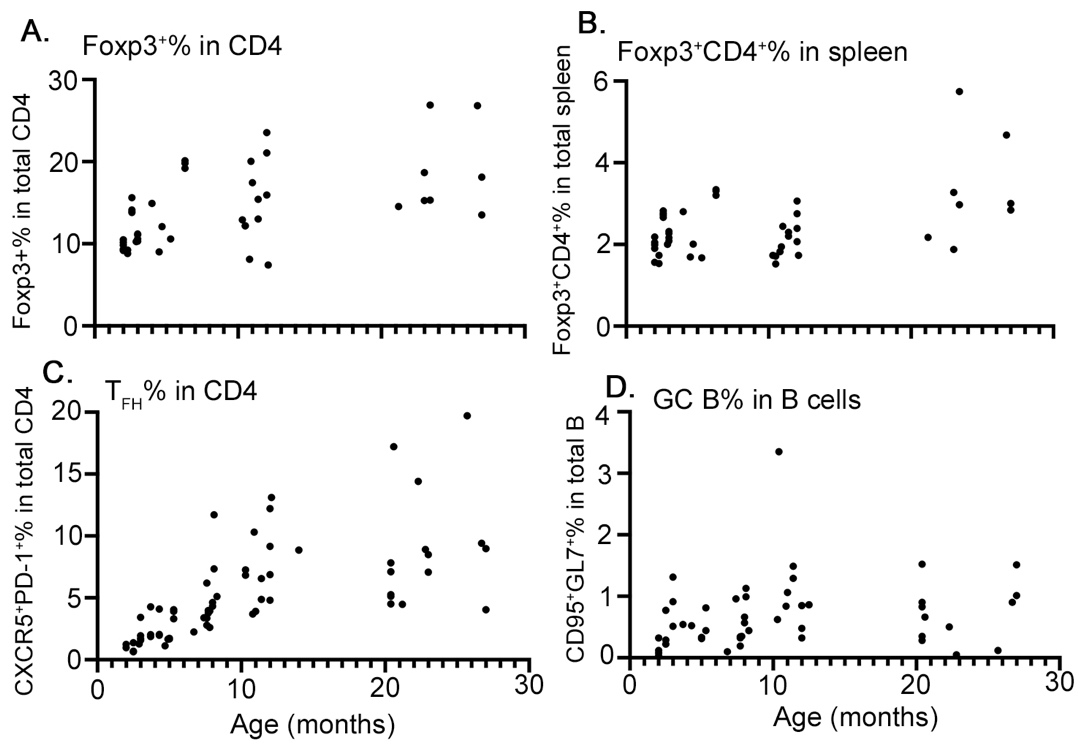
**

**Figure S3. Age-related kinetics of CD4^+^ Treg, CD4^+^T_FH_ and germinal center B cells.** **(A)** Scatter plot illustrating the percentage of Foxp3^+^ cells within the total CD4^+^ cell population across a 0–27-month age range. **(B)** Scatter plot showing the percentage of CD4^+^Foxp3^+^ cells within the total spleen. **(C)** Scatter plot depicting the percentage of PD1^+^CXCR5^+^ T_FH_ cells within the total CD4^+^ cell population. **(D)** Scatter plot depicting the percentage of CD95^+^GL7^+^ germinal center cells within the total B cell population. Each dot represents data from an individual mouse. All animals are naïve unimmunized.

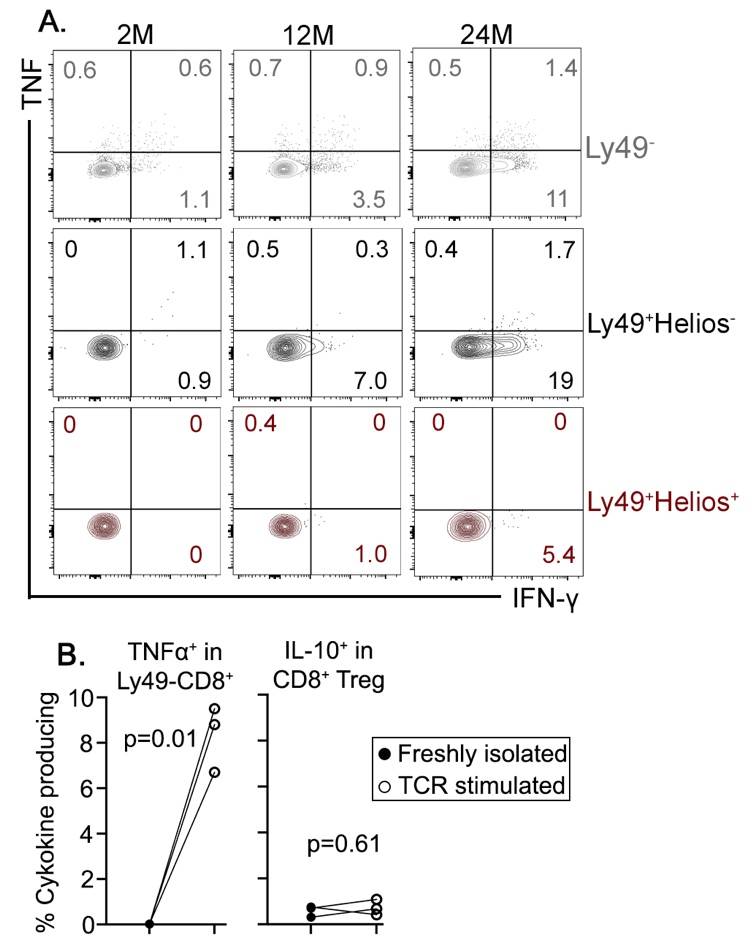

**Figure S4. Freshly isolated Helios^+^CD8 Tregs do not produce cytokine.**

Splenocytes were harvested from young (2-3 months), middle-aged (10-12 months) and old-aged mice (20-24 months) for (A) or from middle-aged mice for (B). (**A**) Cells were then stimulated for 4 hrs with or without PMA/ionomycin in the presence of brefeldin A. Representative FACS showing the production of TNF-α and IFN-γ in Ly49^‑^ (grey), Ly49^+^Hellios^-^ (black) and Ly49^+^Helios^+^ cells (ruby). (**B**) Freshly isolated splenocytes were stimulated for 4 hrs with αCD3/CD28 in the presence of brefeldin A. Left, TNF-α production in total Ly49^-^CD8^+^ non-Tregs; Right, IL-10 production in CD8^+^ Tregs. Each pair of symbols represents the results from an individual mouse. The *p*-values were calculated by paired Student *t*-test.

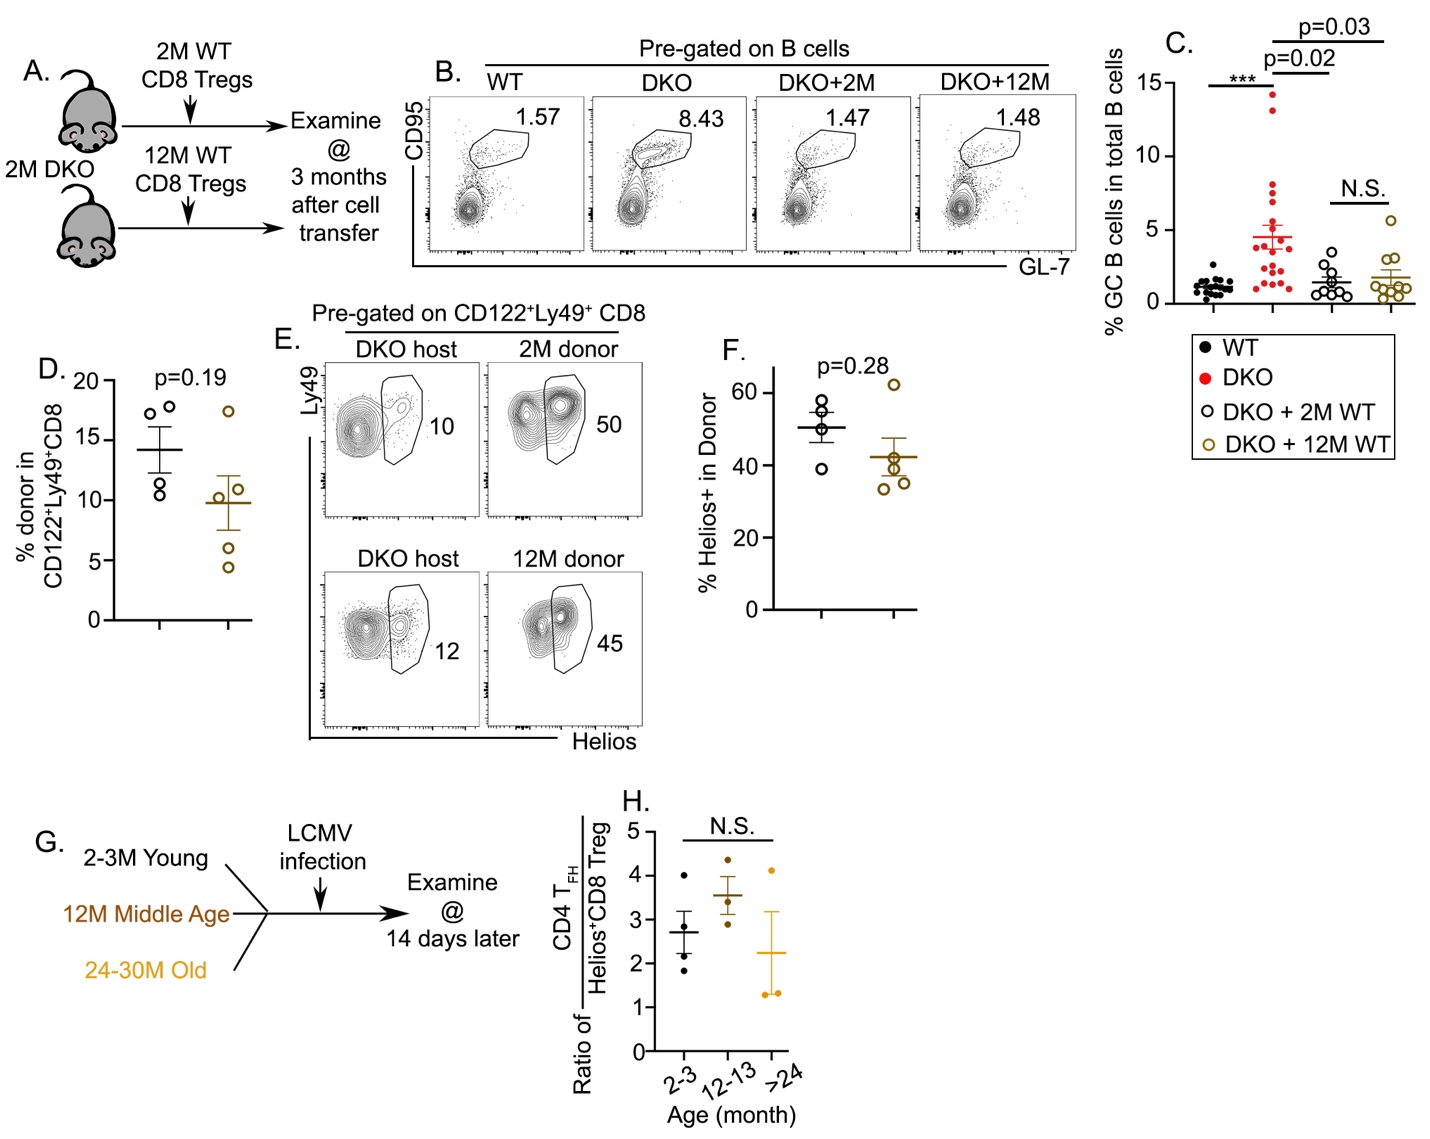

**Figure S5. Aged CD8^+^ Tregs exhibit comparable suppressive functions in vivo.**

(**A**) Experimental setup for (B) to (F). 2-month-old DKO mice received either young WT CD8^+^ Tregs or middle-aged CD8^+^ Tregs. Host mice and donor T cells were examined three months later. (**B**) Representative FACS profiles of pre-gated splenic B cells to show the spontaneous GC responses. (**C**) The percentage of GC B cells is shown. (**D**) The percentage of donor CD8^+^ Tregs in the total CD8^+^ Treg gate (Ly49^+^CD122^+^) is shown. (**E**) Representative FACS profiles of pre-gated Ly49^+^CD122^+^ CD8^+^ T cells to show Helios expression. (**F**) The percentage of Helios^+^ cells in young vs middle-aged donors is shown. (**G**) Experimental setup for (H). (**H**) Day 14 post-LCMV infection, the ratio of CD4 T_FH_ vs Helios^+^CD8^+^ Tregs is shown. Each symbol represents the results of an individual mouse. The p-values were calculated by one-way ANOVA or Student *t*-test.

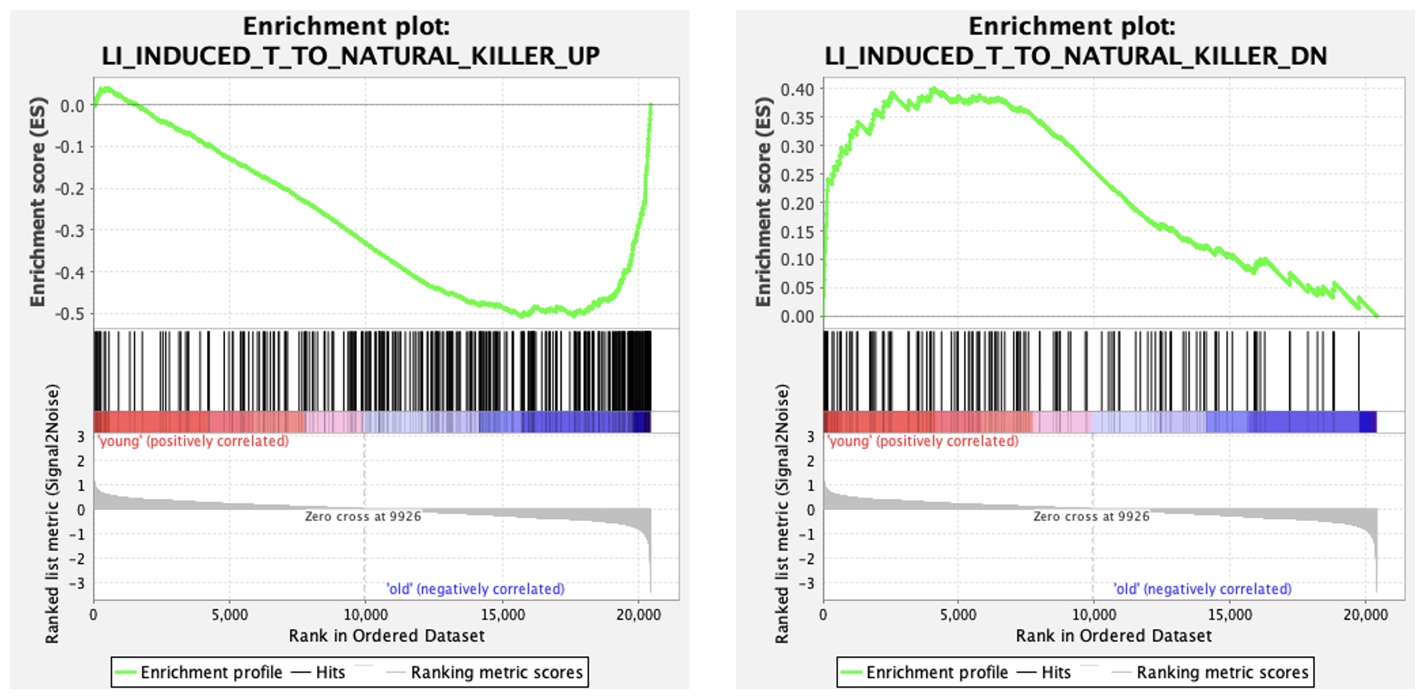

**Figure S6. Enrichment of NK signatures in CD8^+^ Tregs isolated from middle-aged donors.**

GSEA analysis was performed on the bulk RNA-seq results presented in Figure 7. 

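Gene set enrichment analysis ranks all genes by their difference between the sample groups and asks whether the members of a set gather at one end of that ranking. The left panel does this for the NK_UP signature and the right panel for the NK_Down signature, with the end of genes higher in young CD8+ Tregs in red and the middle-aged end in purple. The ranking rests on the same 11 libraries as the volcano plot of Figure 7A, 6 young and 5 middle-aged, so the enrichment is no separate measurement from the single-gene differences. Fig. S6 labels the ranking metric as signal to noise, young against old, which divides the difference of the group means by the spread within the groups. The weighting, the kind of permutation and a p value are not named in the legend.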

Left, the enrichment of NK_UP signature; Right, the enrichment of NK_Down signature. Red, young CD8^+^ Treg and Purple, middle-aged CD8^+^ Treg.

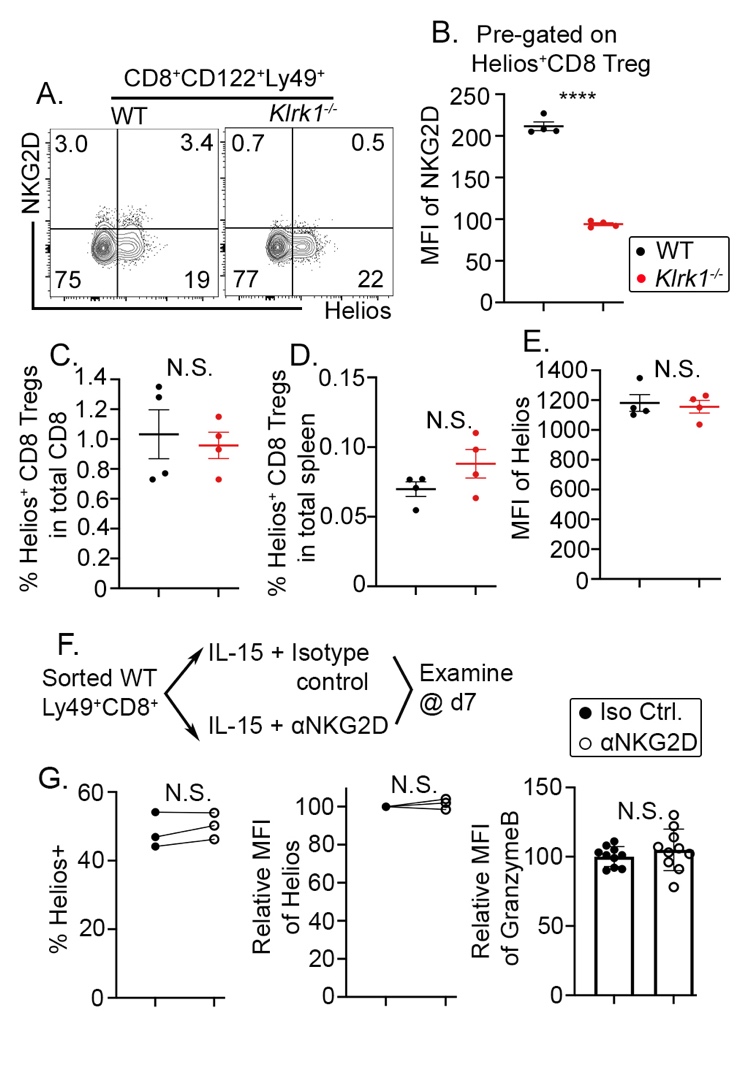

**Figure S7. NKG2D is not apparently involved in CD8^+^ Tregs in young animals and in vitro.**

The splenocytes isolated from 6-8 weeks-old mice were examined by FACS. (**A**) Representative FACS profiles of pre-gated CD8^+^ Tregs are shown. (**B**) MFI of NKG2D on pre-gated Helios^+^CD8^+^ Tregs. (**C**) The frequency of Helios^+^CD8^+^ Tregs in total CD8^+^ T cells is shown. (**D**) The frequency of Helios^+^CD8^+^ Tregs in total spleen is shown. (**E**) MFI of Helios in pre-gated Helios^+^CD8^+^ Tregs. (**F**) Experimental setup for (G). (**G**) Post seven days of culture, left, the percentage of Helios^+^ cells in live CD8^+^; middle, MFI of Helios in pre-gated Helios^+^CD8^+^ Tregs; right, MFI of granzyme B in pre-gated Helios^+^CD8^+^ Tregs. Each symbol in B to E and each pair of symbols in G represent the results from an individual mouse. The p-values were calculated by Student *t*-test (N.S., not significant, ****, p<0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

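The data are RNA sequencing of splenic CD8+CD44+Ly49+CD122+ T cells (CD8+ Tregs) sorted from wild-type mice, in 11 libraries: 3 young males, 2 middle-aged males, 3 young females and 3 middle-aged females. Each library is an independent replicate and has a replicate number from 1 to 3 within its sex and age group. The paper's legend gives 3 and 12 months, Figure 7B gives 2 months for the young group, and the sample labels give 2 to 3 and 10 to 12 months and call the older group old. The paper's term, middle-aged, is used here.

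The authors deposited counts, the number of reads on each of 54532 Ensembl genes in every library, without normalization, with gene coordinates of GRCm38. Every value is a whole number, and 0 columns of the table were left unused. The paper's text does not name the aligner, the counting program, the strandedness, the test for differential expression or its threshold. It names Prism for data analysis in general. How reads shared by paralogs were assigned is therefore unknown, which bears on the Klra, Klrb1 and Klrc genes. Genes were identified by Ensembl identifier, since 100 gene names stand on more than 1 identifier.

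The total count per library ranged from 6135736 (young male 1) to 24394532 (young female 2), with a median of 17282972 in young and 20304535 in middle-aged libraries. Between 13025 and 19372 genes had at least 1 count in a library. The limit that a count of 0 allows was taken as 3 counts, which is 0.119 to 0.543 CPM (counts scaled to library size) by library. This limit covers counting error only, since reads were counted without molecular identifiers. Where a group's libraries all had 3 counts or fewer, the fold was computed against this limit and given as a bound.

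Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Young and middle-aged libraries were compared in edgeR with TMM factors, the genes kept by filterByExpr on age group (minimum count 10, minimum total count 15; 13129 genes), glmQLFit with robust estimation, and glmQLFTest on age in a model with sex and age. P values were adjusted by the Benjamini-Hochberg method, and genes were counted at an adjusted p under 0.05, and also with an absolute log2 fold change over 1. All fold changes are middle-aged over young. Sex was tested in the same model and the age-by-sex interaction in a model with that term. CPM values use the TMM factors, and log2 CPM a prior count of 2. Single genes were also compared by exact permutation tests, all 2-sided, over the 462 splits of the libraries into 6 and 5, on mean log2 CPM. The smallest p that these allow is 0.00216.

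The genes named are those that the paper's text, Figure 7A or Figure 7B names for these data (13 genes), up to 5 genes in each direction with the smallest p among those past both thresholds and changed the same way in males and females fitted apart, and lists of genes of CD8+ Tregs and of the sex chromosomes. Gene sets were tested with camera at an inter-gene correlation of 0.01, and with fry and with an estimated correlation beside it. The sets were the tested genes whose symbols start with Klra, Klrb, Klrc, Klrd, Klre, Klrg, Klri or Klrk (25 genes), and a list of NK effector and adaptor genes (34 tested). Lists of marker genes of B cells, plasma cells, myeloid cells, dendritic cells, erythroid cells and platelets, NK cells and CD4 T cells were summed in CPM per library as a check for other cells. The log2 ratio of a list is the difference between the age groups in mean log2 summed CPM. The model, the thresholds, the lists, the rule for named genes and most alternatives were chosen before the data were examined. Added later were a term for replicate number, a term for each library's gene length slope, that slope with the replicate block, the 9 libraries with over 10000000 counts, and DESeq2 without a filter beyond 1 count, with and without sex. Second lists of myeloid (26 genes used), plasma cell (14) and NK cell genes (11) were also added later, for 1 library, from genes with at least 10 counts in a middle-aged library.

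The other alternatives were median-of-ratios factors, upper-quartile factors and library size alone, DESeq2's Wald test, limma voom with sample quality weights, non-robust estimation, at least 1 count in any library, at least 10 counts in every library, no sex term in edgeR and in DESeq2, a block for replicate number within sex, each sex alone, an unadjusted p under 0.0001, and each library left out in turn. The closing section gives their effect.

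The steps were tested on simulated data with the same library sizes and gene-wise dispersions, in which 200 of 13129 genes were changed by an absolute log2 fold change of 3. EdgeR's quasi-likelihood test recovered 70.5% of the changed genes, and 4.08% of its 147 calls were false. The replicate block recovered 62.5%, the gene length slope 65.5%, limma voom 69.5% (4.79% false) and DESeq2 83.5%, where 28.0% of 232 calls were false. The test of sex recovered 74% and that of the interaction 11%. At a much lower dispersion edgeR's test recovered 97.5%. The simulated tables held no effect of replicate number or gene length, which the real libraries show. Recovery was measured at an absolute log2 fold change of 3 and does not hold for smaller ones, such as Klrk1's 1.85. In the real libraries limma voom gave at least 1 gene in 20 of 99 splits other than age, so its simulated false share may not hold there. Among simulated sets, camera called 20 of 20 moved ones and 0 of 20 unmoved ones, and fry 20 and 2. The simulated genes varied independently of one another, so these counts do not give camera's rate of false calls in the real libraries. There, 26 of 100 splits, the real one included, gave the receptor family a camera p as small as 0.0665.

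The published gene sets of Fig. S6 were not used here, and the flow cytometry, the human single-cell data and the sequencing of Fig. S1 were not analysed here.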

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

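The tests of cell lists, of depth and of gene length in this part were chosen after the results were seen, except the gene length test of Klrc1. Of 44 groups of 5 or 6 libraries examined, 8 held a library far from the others, where chance gives about 2.2, and 5 of the 8 are in middle-aged female 2.

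Middle-aged female 2 lay far above the 4 other middle-aged libraries in Tyrobp (188 CPM against 30.1 to 47.9), in Klra4 (26.4 against 8.21 to 11.5), and in the summed level of the myeloid list (3206 CPM against 414 to 764), of the plasma cell list (570 against 121 to 164) and of the NK cell list (891 against 199 to 367). Its depth argues against depth as the cause: its total count ranks 4 of 5 from the lowest, and middle-aged male 1, with a nearly equal total count of 23113240, shows none of these levels. It was the highest of the 5 middle-aged libraries for 11 of the 15 myeloid genes, 5 of the 6 plasma cell genes and 7 of the 9 NK cell genes that the study does not name, which largely restates the summed levels. The most abundant were Lyz2 (1058 CPM), S100a9 (766) and S100a8 (702) for myeloid cells, Igha (203) and Jchain (159) for plasma cells, and Gzma (335) and Fcer1g (136, also in the myeloid list) for NK cells. Second lists of genes outside the first ones were then examined, written once this library stood out and after values of 9 of their genes had been seen. It was the highest of the 5 for 25 of 26 myeloid genes (3493 CPM in sum, against 89.1 to 216 in the others) and for 11 of 14 plasma cell genes (2414 CPM against 409 to 727), or 23 of 24 and 10 of 13 without the genes already seen. Myeloid cells and plasma cells in this library are a candidate explanation for Tyrobp and for these 2 lists. NK cells in that library cannot be told apart from a difference of this mouse. It was the highest for 7 of 11 genes of the second NK cell list, which passed the limit written for this test, but for 4 of 8 without Irf8, Kit and Car2, which myeloid cells express too, and the sum (1052 CPM) lay within the range of the others (789 to 1446). Whether CD8+ Tregs themselves express genes of the NK cell list was not tested: 5 of the 9 exceed 10 CPM in every library, which NK cells present in every library would also give. A difference of this mouse in gene expression was not tested and stays open. Without this library the middle-aged mean fell to 38.5 CPM for Tyrobp, to 559 CPM for the myeloid list and to 145 CPM for the plasma cell list.

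Young female 3 had 21.3 CPM of Klrb1a, against 6.29 to 9.36 CPM in the other young libraries. NK cells in that library are a candidate explanation, since 7 of the 9 NK cell genes that the study does not name were highest in it among the 6 young libraries. Reads shared with the other Klrb1 genes and a difference of this mouse were not tested.

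Young male 1 had 226.1 CPM of Klrc1, against 92.2 to 142 CPM in the other young libraries. It is the shallowest library, and in it long genes are covered less than in libraries numbered 2 or 3. Among the 737 genes within 10% of Klrc1's length of 1984 bases, the difference of Klrc1 in this library stands at percentile 76.3 (1.00 on the log2 scale against a median of 0.26). Gene length bias and a difference of this mouse cannot be told apart from a single library, and reads shared with Klrc2 and Klrc3 were not tested.

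Klrb1 had 3 counts (0.142 CPM) in middle-aged female 3 and 0 counts in the 4 other middle-aged libraries. A count of 3 is at the limit that a count of 0 allows, so no difference between these libraries was detectable at this depth, and no biological explanation was tested.

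Atp1b1 (log2 fold change -2.39) and Asns (4.08) differed between the age groups and are not among the genes the paper discusses. Atp1b1 was lower and Asns higher in all 5 middle-aged libraries than in any of the 6 young libraries. Gene length bias as the whole cause is argued against: with each library's length slope in the model the adjusted p were 0.00315 for Atp1b1 and 0.0225 for Asns. The 2 young libraries with under 10000000 counts are not the cause either, since the 9 deeper libraries gave an adjusted p of 0.0490 for both, with log2 fold changes of -2.41 and 3.74. With the replicate block the adjusted p was 0.0427 for Atp1b1 and 0.157 for Asns, and over all alternatives it ranged from 5.57e-13 and 1.05e-12 up to 1.00, the latter in each sex fitted alone. For Atp1b1, fewer NK cells in the middle-aged libraries cannot be told apart from a change within CD8+ Tregs: its log2 ratio to the NK cell gene Ncr1, 1 of the 2 genes of the NK cell list that fell most, differed by 0.07 between the age groups (exact permutation p = 0.890). Other references went against NK cells: the ratio to the sum of the 9 genes of that list that the study does not name differed by -1.14 (exact permutation p = 0.0108), and 7 of the 9 genes gave an exact permutation p under 0.05. CD8+ Tregs may express these genes too, which would hide a loss of NK cells and keeps the question open. A difference by age stays open for both genes as a hypothesis.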

How the results depend on the processing

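The replicate-number term, the gene length slope, the 9 deeper libraries and DESeq2 without a filter were chosen after the data were seen. Counts are given in the order: genes with an adjusted p under 0.05, those with an absolute log2 fold change over 1 as well, and of these the higher and the lower ones. They were 3, 3, 2 and 1 in the reported fit, and were the same 3 genes with median-of-ratios factors and with non-robust estimation. With upper-quartile factors they were 4, 4, 3 and 1. With library size alone they were 3, 3, 2 and 1, of which 2 genes were shared.

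DESeq2's Wald test gave 112, 103, 64 and 39 genes, and 110, 98, 64 and 34 without the sex term. Limma voom gave 138, 111, 65 and 46. With at least 1 count in any library there were 17, 17, 13 and 4 genes, and with at least 10 counts in every library 5, 5, 3 and 2. Without the sex term there were 5, 5, 4 and 1, and at an unadjusted p under 0.0001 there were 8, 8, 6 and 2, a looser threshold by construction. The replicate-number term gave 19, 15, 11 and 4 genes, the gene length slope 36, 30, 21 and 9, the slope with the replicate block 4, 4, 3 and 1, and the 9 deeper libraries 6, 6, 3 and 3. DESeq2 without a filter beyond 1 count gave 127, 120, 75 and 45 genes, and 137, 127, 87 and 40 without the sex term as well. Apart from the looser threshold, the cause was not tested.

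Each sex fitted alone gave 0, 0, 0 and 0 genes, with 277 of 13260 genes at an unadjusted p under 0.05 in females and 202 of 13608 in males, from fewer samples. Across the 11 fits that each left out 1 library, there were from 1 to 4 genes with an adjusted p under 0.05, from 1 to 4 past both thresholds, from 1 to 3 higher and from 0 to 2 lower. The count was 1, and 0 genes were lower, without young male 2, young female 2, young female 3, middle-aged female 1 or middle-aged female 3, where 339, 329, 368, 315 and 368 genes had an unadjusted p under 0.05. The cause was not tested.

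The same replicate number could mark libraries handled together, so a block for it within sex was tried, and it gave 2, 2, 1 and 1 genes, with 1 gene (Atp1b1) shared. For the 5 pairs of equal number, young and middle-aged, the correlation across the 13129 tested genes was 0.32 and 0.18 in males 1 and 2 and 0.43, 0.029 and 0.39 in females 1, 2 and 3. Across the 8963 genes with at least 10 counts in every library it was 0.60, 0.37, 0.64, 0.13 and 0.68. Each of the 5 exceeded 0.1 in the second set of genes and female pair 2 did not in the first, so whether the numbers pair the libraries is open, and the reported model has no block. Genes are not independent replicates, and with 2 middle-aged males the deviations of these mirror each other.

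Camera's p is not an exact one, and for the receptor family it was p = 0.0665, downward. Without the genes the study names it was 0.0287, downward, and with at least 10 counts in every library 0.617, upward, from 17 genes. Across the fits that left out 1 library it ranged from 0.00539 (without middle-aged female 1) to 0.677 (without young male 1), downward in each. It was also under 0.05 without middle-aged male 1 (0.0445), young female 1 (0.0421) and middle-aged female 2 (0.0111). The NK effector set had p = 0.799, upward, also not exact. It turned downward with the slope and the replicate block together (0.611) and without young male 2 (0.970), middle-aged male 1 (0.968), young female 2 (0.936), middle-aged female 1 (1.00) or middle-aged female 2 (0.00956), within a range of 0.00956 to 1.00. The cause was not tested.

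The test of sex gave 5 genes, and 0 with at least 10 counts in every library (60 at an unadjusted p under 0.05), a filter that removes Xist and the genes of the Y chromosome. Leaving out 1 library gave from 0 to 5 genes: 0 without young male 1, young male 2 or young male 3 (110, 62 and 132 genes at an unadjusted p under 0.05) and 3 without middle-aged male 2. The interaction gave 0 genes in every alternative fitted (158 at an unadjusted p under 0.05 in the reported fit). Leaving out a middle-aged male was not run for it, since 1 library would remain. Of the study's 13 genes, 8 in place of 11 passed the permutation test with library size alone.

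The named genes kept their direction in each alternative in which they were fitted. Klrb1 was fitted in 11 of the 13 alternatives set first that refit the model and in 6 of the 11 fits without 1 library, and Klrc3, Klrb1a, Klrb1b, Klra10, Fabp3 and Asns in 12 of the 13. Under the alternatives set first, 152 of their fold changes stayed on their side of the threshold of an adjusted p of 0.05, 26 passed it where the reported fit did not, and 9 no longer passed it. With the added alternatives these numbers were 72, 16 and 2. With 1 library left out, 145 stayed on their side and 15 no longer passed. The log2 fold change of Fcgr2b ranged from 2.36 to 2.70 under the alternatives set first, and from 2.59 to 2.77 with 1 library left out, where its adjusted p ranged from 0.00557 to 0.0335. Depth limits Klrb1, Klrb1b, Klrc3 and Fabp3, which have counts at or near 0 in libraries of an age group, so that their fitted fold changes rest in part on the prior count.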

Differences from the paper's values

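DESeq2 without a filter beyond 1 count, with and without the sex term, was tried after the paper's values were seen, as were the replicate-number term, the gene length slope, the slope with the replicate block and the 9 deeper libraries.

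The paper gives 174 differentially expressed genes between young and middle-aged CD8+ Tregs, and the quasi-likelihood test gave 3 genes past both thresholds. Counted past both thresholds, none of the alternatives set before the data were examined came within 1.5 times the paper's number. The nearest were limma voom with 111 genes and DESeq2's Wald test with 103, or 98 without the sex term. DESeq2 without a filter beyond 1 count, chosen after seeing the values, came within that distance with 120 genes, and with 127 when the sex term was left out too. The paper's text names no threshold. At an adjusted p under 0.05 alone, limma voom gave 138 genes, which is within that distance, and DESeq2's Wald test 112, which is not.

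For genes higher in middle-aged CD8+ Tregs, the paper's number is about 120 in Fig. 7A, read by eye, and 2 genes were found here. None of the alternatives set before the data were examined came within 1.5 times of it. The nearest were limma voom with 65 and DESeq2's Wald test with 64. DESeq2 without a filter and without the sex term, chosen after seeing the values, came within that distance with 87 genes.

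For genes lower in middle-aged CD8+ Tregs, the paper's number is about 57 in Fig. 7A, read by eye, and 1 gene was found here. Of the alternatives set before the data were examined, limma voom with 46 genes and DESeq2's Wald test with 39 genes were within 1.5 times of it, and the others were not, DESeq2 without the sex term (34) included. DESeq2 without a filter, chosen after seeing the values, gave 45 genes, and 40 without the sex term.

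The paper calls the NK receptor genes it names, and the genes labelled in Fig. 7A and 7B, differentially expressed. Of these 13 genes, the adjusted p over all genes tested passed 0.05 for Fcgr2b alone in the reported fit. Klrk1 (log2 fold change 1.85) and Fabp3 (4.87) passed both thresholds in DESeq2's Wald test with and without the sex term, in limma voom, with at least 1 count in any library, and in both DESeq2 fits without a filter. Klrc1 (1.43) passed them in the same fits and with the replicate-number term and the gene length slope. Klra4 (-1.7) and Klrb1 passed them in limma voom and in the 4 DESeq2 fits. Serpina3g (2.54) passed them in 12 of 20 alternatives: upper-quartile factors, the 4 DESeq2 fits, limma voom, at least 1 count in any library, at least 10 counts in every library, no sex term, an unadjusted p under 0.0001, the replicate-number term and the gene length slope. Tyrobp (-0.88) passed them in limma voom alone. Klrc2 (0.80), Klrc3 (1.55), Klrb1a (-1.91) and Klrb1b (-2.92) passed them in none of the alternatives in which they were fitted, with unadjusted exact permutation p of 0.0281, 0.0260, 0.0152 and 0.0390.

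A partly covered label among the genes higher in young CD8+ Tregs in Fig. 7A was read as Klra10. If so read, the direction differs: its log2 fold change was 0.55, higher in middle-aged libraries (standard error 0.50, edgeR adjusted p = 1.00), and none of the alternatives in which it was fitted called it.

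The paper states that middle-aged CD8+ Tregs were enriched for an NK cell signature. Its gene sets were not used here. Of the 2 sets tested in their place, the NK effector set had camera p = 0.799, upward, and the receptor family p = 0.0665, downward, neither an exact p. No alternative gave either set an upward p under 0.05.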

Other observations

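Of the tests in this part, those of GC content and of gene length as the whole cause, and the counts over other splits of the libraries, were chosen before their results were seen, and the other tests after.

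Within a sex, young and middle-aged libraries with the same replicate number tended to deviate together from their group means: across genes, the median correlation was 0.323 over the 5 pairs of equal number and -0.163 over the 10 pairs of unequal number. Deviations from a group mean sum to 0 within the group, so positive correlations for equal numbers push those for unequal numbers below 0. The value of -0.163 is therefore no separate contrast. Number 2 was an exception in both sexes. Middle-aged male 2 had a higher correlation with young male 3 (0.367) than with young male 2 (0.176), and middle-aged female 2 a higher one with young female 3 (0.187) than with young female 2 (0.029). The 2 middle-aged males mirror each other by construction. The difference between numbers 1 and 3 within a group fell with gene length, with a Spearman correlation across genes of -0.295, -0.344 and -0.425 in the 3 groups that hold both, so gene length is a candidate explanation (genes are not independent replicates). The correlation of log2 CPM with gene length was -0.21, -0.37, -0.29 and -0.28 in the 4 libraries numbered 1, and 0.39, 0.36 and 0.40 in the 3 libraries numbered 3. Length is not the whole cause, since the median correlation of the 5 pairs of equal number was 0.265 once each library's trend on length was removed (0.375, 0.0167 and 0.329 in females 1, 2 and 3). GC content had correlations no farther from 0 than -0.117, the nearest being -0.0684, which argues against it as the main cause. Depth is argued against as well, since number 1 had the lowest total count in 2 of the 4 groups. Neither the paper's text nor the labels name a batch, and what the numbers stand for stays open. All 3 numbers hold young and middle-aged libraries.

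Of 100 splits of the 11 libraries into 6 and 5, the real one included, 2 gave as many genes as the age groups at an adjusted p under 0.05 in the quasi-likelihood test, and 2 past both thresholds. The other split gave 989 and 663 genes. It put the 4 libraries numbered 1 with young male 2 and young female 2. The 3 other drawn splits that kept these 4 libraries together gave 0 genes in this test. With the replicate block the age groups gave 2 genes, and with replicate number as a term 19. With DESeq2's Wald test 8 of 100 splits gave as many genes as age, the largest 2817, and 48 other splits gave at least 1 gene. With limma voom 12 of 100 did, the largest 5225, and 20 other splits gave at least 1. The same split was the largest in both of these tests. Of the 4 drawn splits with the libraries numbered 1 together, 3 matched or passed age in DESeq2 and 4 in limma voom. A camera p as small was given by 26 of 100 splits for the receptor family and by 94 of 100 for the NK effector set. For sex, 3 of 100 splits gave as many genes, and the largest of the other ones, with 2956 genes, also kept the 4 libraries numbered 1 together, as did 10 splits that gave 0 genes. A blocked value for sex was not computed. The 5 genes of the real split were Xist and genes of the Y chromosome.

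The rise of Klrk1, Klrc1, Klrc2 and Klrc3 was weighed against more NK cells in the middle-aged libraries. The NK cell list without genes the study names moved the other way, by a log2 ratio of -1.26, with 8 of its 9 genes negative, which argues against NK cells. Gene length bias is argued against too, since the median log2 fold change of the 4 genes was 1.54 with each library's length slope in the model and 1.49 without. Reads shared among the Klrc genes were not tested. A difference by age within CD8+ Tregs stays open as a hypothesis.

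The rise of Fcgr2b was weighed against B cells, which express it, and myeloid cells. The B cell list had a log2 ratio of 0.13 and the myeloid list a median log2 fold change of 0.18, against 2.68 for Fcgr2b, which argues against both. With each library's length slope in the model its adjusted p was 0.00163, within the range of 3.60e-25 to 1.00 over the alternatives, which argues against gene length bias. A difference by age stays open as a hypothesis.

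The fall of Klra4, Klrb1a and Klrb1b and fewer NK cells in the middle-aged libraries cannot be told apart. The log2 ratio of these genes to Ncr1 differed by 0.63 between the age groups (exact permutation p = 0.331), where Ncr1 is 1 of the 2 genes of the NK cell list that fell most. The ratio to the sum of the 9 genes of the list that the study does not name differed by -0.58 (exact permutation p = 0.0714), and 7 of the 9 genes gave an exact permutation p under 0.05, which goes against NK cells. CD8+ Tregs may express these genes too, which would hide a loss of NK cells and keeps the question open. The paper reports Ly49D, which it assigns to Klra4, as absent on CD8+ Tregs by flow cytometry (Figure 4A). That goes with NK cells as a source of Klra4 reads, though protein and RNA can differ. A difference by age stays open.

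For the 7 lists of marker genes, log2 ratios are differences in mean log2 summed CPM, middle-aged minus young, given with exact permutation p. They are not the log2 of the ratio of the mean levels. The NK cell list (10 genes, of which 1 is named by the study, 7 are in the NK effector set and 6 exceed 10 CPM in every library) had -1.22 (exact permutation p = 0.0260, adjusted over the lists 0.0606), and its most abundant gene, Gzma, had a mean of 327 CPM in young and 94.9 CPM in middle-aged libraries. Without middle-aged female 2 the list had -1.58 (exact permutation p = 0.00476) and Gzma a middle-aged mean of 35.03 CPM. The erythroid and platelet list (8 genes) had -2.69 (exact permutation p = 0.00649, adjusted 0.0303), led by Hba-a1 with 28.6 and 4.53 CPM, the latter 2.67 CPM without middle-aged male 2. The plasma cell list (6 genes) had 0.71 (exact permutation p = 0.00866, adjusted 0.0303), and 0.31 (exact permutation p = 0.0381) without middle-aged female 2. The myeloid list (15 genes) had 0.71 (exact permutation p = 0.160), and 0.20 without middle-aged female 2. The dendritic list (8 genes) had 0.19 (exact permutation p = 0.786), and -0.21 without middle-aged female 2, where its middle-aged mean fell from 27.6 to 18.0 CPM. The CD4 T cell list (4 genes) had 1.24 (exact permutation p = 0.219). The B cell list (14 genes) had 0.13 (exact permutation p = 0.608), and -0.06 without middle-aged female 2, at a mean level of 2495 CPM in young and 2860 CPM in middle-aged libraries. No biological explanation was tested for these lists.

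Among genes of CD8+ Tregs, Ikzf2 had a log2 fold change of -0.57, Eomes of 0.61, Il2rb of 0.20, Cd8a of -0.05, Prf1 of 0.14, Gzmb of 0.00, Ifng of 0.29, Tnf of 0.58 and Foxp3 of 1.50. The largest changes were in Gzmk (2.95) and Gzma (-2.20), with edgeR adjusted p of 0.720 and 0.558 over all genes tested and 0.0707 each when adjusted over the list alone. Standard errors were 0.58 for Gzmb, 1.18 for Ifng and 1.38 for Foxp3. Several values depended on middle-aged female 2. Without it the log2 fold change was -0.90 for Gzmb, -1.32 for Ifng, 0.84 for Foxp3, 0.08 for Prf1 and -3.22 for Gzma. Il10 had from 0 to 3 counts in every library, so no difference was detectable at this depth.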
